# *Chd8* haploinsufficiency impairs early brain development and protein homeostasis later in life

**DOI:** 10.1186/s13229-020-00369-8

**Published:** 2020-10-05

**Authors:** Jessica A. Jiménez, Travis S. Ptacek, Alex H. Tuttle, Ralf S. Schmid, Sheryl S. Moy, Jeremy M. Simon, Mark J. Zylka

**Keywords:** CHD8, Macrocephaly, Brain overgrowth, Autism spectrum disorder, Unfolded protein response, Endoplasmic reticulum stress

## Abstract

**Background:**

Chromodomain helicase DNA-binding protein 8 (*Chd8)* is a high-confidence risk gene for autism spectrum disorder (ASD). However, how *Chd8* haploinsufficiency impairs gene expression in the brain and impacts behavior at different stages of life is unknown.

**Methods:**

We generated a mutant mouse line with an ASD-linked loss-of-function mutation in *Chd8* (V986*; stop codon mutation). We examined the behavior of *Chd8* mutant mice along with transcriptional changes in the cerebral cortex as a function of age, with a focus on one embryonic (E14.5) and three postnatal ages (1, 6, and 12 months).

**Results:**

*Chd8*^V986*/+^ mutant mice displayed macrocephaly, reduced rearing responses and reduced center time in the open field, and enhanced social novelty preference. Behavioral phenotypes were more evident in *Chd8*^V986*/+^ mutant mice at 1 year of age. Pup survival was reduced in wild-type x *Chd8*^V986*/+^ crosses when the mutant parent was female. Transcriptomic analyses indicated that pathways associated with synaptic and neuronal projections and sodium channel activity were reduced in the cortex of embryonic *Chd8*^V986*/+^ mice and then equalized relative to wild-type mice in the postnatal period. At 12 months of age, expression of genes associated with endoplasmic reticulum (ER) stress, chaperone-mediated protein folding, and the unfolded protein response (UPR) were reduced in *Chd8*^V986*/+^ mice, whereas genes associated with the c-MET signaling pathway were increased in expression.

**Limitations:**

It is unclear whether the transcriptional changes observed with age in *Chd8*^V986*/+^ mice reflect a direct effect of CHD8-regulated gene expression, or if CHD8 indirectly affects the expression of UPR/ER stress genes in adult mice as a consequence of neurodevelopmental abnormalities.

**Conclusions:**

Collectively, these data suggest that UPR/ER stress pathways are reduced in the cerebral cortex of aged *Chd8*^V986*/+^ mice. Our study uncovers neurodevelopmental and age-related phenotypes in *Chd8*^V986*/+^ mice and highlights the importance of controlling for age when studying *Chd8* haploinsufficient mice.

## Background

Autism spectrum disorder (ASD) is characterized by social deficits and repetitive/restricted behaviors and affects approximately 0.6% of the global population [1]. Recent whole exome and whole genome sequencing studies identified various ASD risk alleles, but the underlying biology and disease progression associated with these mutations remain poorly understood [2–6].

*Chromodomain helicase DNA-binding protein 8* (*CHD8)* encodes an ATP-dependent chromatin remodeler. An association between *CHD8* and ASD was first identified in two patients with a microdeletion encompassing *CHD8* and *SUPT16H* [7]. Subsequent studies found that de novo heterozygous loss-of-function mutations in *CHD8* are relatively common in ASD probands [4, 8–12]. Individuals with disruptive *CHD8* mutations are disproportionately male (3.5:1) and present with shared symptoms, including macrocephaly, neonatal hypotonia, distinct facial features, and gastrointestinal problems [9, 13, 14].

Mice carrying heterozygous mutations in *Chd8* display various ASD-related phenotypes, including macrocephaly, repetitive behavior, and cognitive impairments [15–20]. However, phenotypes in these various *Chd8* haploinsufficiency mouse lines are only partially concordant and are of small effect size. A recent study found that phenotypes were only detected in male *Chd8* mutant mice [20], suggesting penetrance may be influenced by sex, as is the case in humans [13]. *CHD8* disruption affects genes associated with neurodevelopment and synaptic function [21–24]*.* Transcriptome profiling in *Chd8* mutant mice revealed alterations, albeit subtle, in cellular processes including cell-cycle regulation, transcription, development, histone/chromatin modification, Wnt signaling, neurogenesis, and synaptogenesis [15, 18, 19]. Whether any of these differentially expressed genes are shared between the different *Chd8* mutant mouse lines has never been evaluated.

Thus far, studies with *Chd8* mutant mice focused on embryonic, early postnatal, and young adult time points. However, two landmark transcriptomic studies by Voineagu et al. and Gupta et al. made use of postmortem ASD brain samples from individuals with average ages of 24.0 (range 5–51) and 23.5 (range 2–82), respectively [25, 26]. Both of these studies reported an increase in immune-related genes and glial genes in individuals with ASD [25, 26]. Curiously, however, this neuroimmune signature has never been detected in ASD mouse models. One possible reason for this discrepancy could relate to the relatively young age at which mouse ASD models have been studied. Little is currently known about symptoms in older individuals with ASD [27, 28], highlighting a major gap in the field. To evaluate age as a variable in a high-confidence ASD mouse model and to facilitate the identification of shared behavioral and transcriptomic phenotypes that result from *Chd8* haploinsufficiency, we generated a new mouse line with an ASD-linked loss-of-function mutation in *Chd8* (V986*). We examined behavioral phenotypes at two ages and examined gene expression in the cerebral cortex at an embryonic time point and at three postnatal time points. We found that behavioral phenotypes were more evident with age and that distinct molecular pathways are affected in the brain of *Chd8*^V986*/+^ mice at embryonic versus older adult (1 year) ages. Collectively, our study highlights the importance of expanding the age range over which ASD model mice are evaluated.

## Methods

### Mice

Mice were maintained on a C57BL/6J background and all experiments used littermate controls. Mice were raised in a facility with a 12:12-light:dark cycle with ad libitum access to food (Teklad 2020X, Envigo, Huntingdon, UK) and water. The *Chd8* V986* allele was generated in C57BL/6J blastocysts using CRISPR/Cas9 insertional mutagenesis by the UNC Animal Model Core facility. The insertion introduced tandem stop codons at amino acid positions V986 and E987 and a *MboI* restriction site. 

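In the mm9 reference, *Chd8* (ENSMUSG00000053754.7) lies on the minus strand of chromosome 14 from 52817826 to 52857466. The codon of V986 is GTA (valine) at 52837947 to 52837949, and that of E987 is GAG (glutamate) at 52837944 to 52837946. The first base of the V986 codon is base 2956 of the coding sequence. Both codons lie in exon 14 of 37, which spans 52837848 to 52837991, in a transcript that encodes 2582 amino acids. The reference sequence from 30 bases upstream of the V986 codon to 30 bases downstream of the E987 codon, read along the coding strand, is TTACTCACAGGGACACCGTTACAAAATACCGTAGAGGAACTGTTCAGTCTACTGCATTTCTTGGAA.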

The male founder was backcrossed to C57BL/6J mice to eliminate potential unlinked off-target mutations. Genomic DNA was isolated from tail clips using Proteinase K digestion. Genotyping was performed by PCR amplification of genomic DNA with primers: (F) 5′ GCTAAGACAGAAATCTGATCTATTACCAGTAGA and (R) 5′ GGTCTTGAGATCCCCAAAATCCTTAA followed by *MboI* restriction enzyme digestion, to distinguish wild-type (WT; 227-bp product) and mutant (149-bp and 78-bp products) alleles. Animal protocols in this study were approved by the Institutional Animal Care and Use Committee at the University of North Carolina at Chapel Hill.

### Western blot

Brains were dissected from WT and *Chd8*^V986*/+^ mice and placed in radioimmunoprecipitation assay buffer (Sigma, R0278) with 1× phosphatase inhibitor cocktail (Sigma, P5726) and protease inhibitor cocktail (Sigma, P8340). Following sonication on ice for 2 × 15 s, lysates were centrifuged at 10,000×*g* at 4 °C for 20 min. Total protein was quantified in the supernatant using Bio-Rad Protein Assay Dye Reagent (Bio-Rad, 5000006). Protein (40 μg) was separated on a 4–20% pre-cast SDS/PAGE gel (Bio-Rad, 4568094) and transferred to an Immun-Blot PVDF membrane (Bio-Rad, 1620174), previously activated with methanol. The membrane was incubated with a blocking buffer (LI-COR, P/N: 927-70001) followed by incubation with rabbit anti-CHD8 (Abcam, ab84527; 1:1000) and mouse anti-alphaactin primary antibodies (Sigma-Aldrich, MAB1501; 1:1000) in blocking solution overnight at 4 °C. The membrane was washed with Tris-buffered saline with Tween 20 (TBST; 100 mM Tris pH 7.5, 165 mM NaCl, 0.1% v/v Tween 20) and incubated with secondary antibodies at a dilution of 1:10,000 [LI-COR, IRDye 680RD-congujated donkey anti-mouse polyclonal antibody (LI-COR, c6116-05) or 1:10,000 IRDye 800CW-conjugated donkey anti-rabbit (LI-COR, c60712-05)] in blocking buffer at room temperature for 2 h. The membranes were washed with TBST and imaged using a LI-COR Odyssey system.

### Behavior assessments

Subjects were *n* = 8 WT and *n* = 8 *Chd8*^V986*/+^ male mice and were tested in this order (age in weeks): elevated plus maze (26 weeks), open-field (27 weeks), social approach in a three-chamber choice task (28 weeks), marble burying assay and acoustic startle test (29 weeks), buried food test for olfactory ability (30 weeks), open-field (53 weeks), and social approach in a three-chamber choice task (55 weeks).

### Elevated plus maze

This test was used to assess anxiety-like behavior, based on a natural tendency of mice to actively explore a new environment versus a fear of being in an open area. Mice were given one 5-min trial on the plus maze, which had two walled arms (the closed arms, 20 cm in height) and two open arms. The maze was elevated 50 cm from the floor, and the arms were 30-cm long. Mice were placed on the center section (8 cm × 8 cm) and allowed to freely explore the maze. Measures were taken of time on and the number of entries into the open and closed arms.

### Open-field test

Exploratory activity in a novel environment was assessed by a 1-h trial in an open-field chamber (41 cm × 41 cm × 30 cm) crossed by a grid of photobeams (VersaMax system, AccuScan Instruments). Counts were taken of the number of photobeams broken during the trial in 5-min intervals, with measures taken of locomotion (total distance traveled), rearing movements, and time spent in the center region of the open field, an index of anxiety-like behavior.

### Three-chamber choice task

Mice were evaluated for social preference in a three-chamber choice task. The social testing apparatus was a rectangular, three-chambered box fabricated from clear Plexiglas. Dividing walls had doorways allowing access into each chamber. An automated image tracking system (Noldus Ethovision) provided measures of time spent in 5 cm proximity to each cage and numbers of entries into each side of the social test box. The procedure consisted of three 10-min phases: a habituation period, a test for sociability, and a test for social novelty preference. During habituation, the mouse was allowed to explore the chamber for 10 min. For the sociability assay, mice were given a choice between being in the proximity of an unfamiliar conspecific (stranger 1) versus an empty cage. The C57BL/6J adult male (stranger 1) mouse was enclosed in a small Plexiglas cage drilled with holes. An identical empty Plexiglas cage was placed in the opposite side of the chamber. The test mouse was allowed to explore the entire social test box for a 10-min session. In the social novelty phase, mice were given a choice between the already-investigated stranger 1 versus a new unfamiliar mouse (stranger 2). The test mouse was given an additional 10 min to explore the social test box.

### Tube co-occupancy test (TCOT)

A separate set of mice (age 8–10 weeks, 12 WT and 10 *Chd8*^V986*/+^, with equal numbers of males and females of each genotype) was evaluated in the TCOT, performed as previously described [29]. Briefly, two same-sex stranger mice (dyads) were placed at the same time into an arena with opaque Plexiglas walls (39-cm wide × 26-cm long × 12-cm high). The arenas were situated on top of a glass shelf 105 cm above the ground to create a visual cliff and were brightly illuminated with a 250-W LED light (∼ 3,000 lux). Each open-field box contained a single opaque PVC cylinder (7.5-cm long × 3 cm in diameter or placed against one long wall. Dyads were tested for 1 h, after a 1-h habituation period to the TCOT arena. Stranger mice were born of different parents with no contact before testing. All animals were age, genotype, and sex-matched and were tested only once in the TCOT. A digital video camera was placed directly over the arena. Scoring occurred manually, by observing one 10-s sample every 2 min, generating percentages of samples featuring tube co-occupancy, single occupancy, or vacancy.

### Marble-burying assay for exploratory digging

Mice were tested in a Plexiglas cage located in a sound-attenuating chamber with ceiling light and fan. The cage contained 5 cm of corncob bedding with 20 black glass marbles (14-mm diameter) arranged in an equidistant 5 × 4 grid on top of the bedding. Subjects were given access to the marbles for 30 min. Measures were taken of the number of buried marbles (two thirds of the marble covered by the bedding).

### Acoustic startle test

This procedure was used to assess auditory function, reactivity to environmental stimuli, and sensorimotor gating. The test was based on the reflexive whole-body flinch, or startle response, that follows exposure to a sudden noise. Measures were taken of startle magnitude and prepulse inhibition, which occurs when a weak prestimulus leads to a reduced startle in response to a subsequent louder noise. Mice were placed into individual small Plexiglas cylinders within larger, sound-attenuating chambers. Each cylinder was seated upon a piezoelectric transducer, which allowed vibrations to be quantified and displayed on a computer (San Diego Instruments SR-Lab system). The chambers included a ceiling light, fan, and a loudspeaker for the acoustic stimuli. Background sound levels (70 dB) and calibration of the acoustic stimuli were confirmed with a digital sound level meter (San Diego Instruments). Each session consisted of 42 trials that began with a 5-min habituation period. There were seven different types of trials: the no-stimulus trials, trials with the acoustic startle stimulus (40 ms; 120 dB) alone, and trials in which a prepulse stimulus (20 ms; either 74, 78, 82, 86, or 90 dB) occurred 100 ms before the onset of the startle stimulus. Measures were taken of the startle amplitude for each trial across a 65-ms sampling window, and an overall analysis was performed for each subject’s data for levels of prepulse inhibition at each prepulse sound level (calculated as 100 - [(response amplitude for prepulse stimulus and startle stimulus together/response amplitude for startle stimulus alone) × 100].

### Buried food test for olfactory function

Several days before the olfactory test, an unfamiliar food (Froot Loops, Kellogg Co., Battle Creek, MI) was placed overnight in the home cages of the mice. Observations of consumption were taken to ensure that the novel food was palatable. Sixteen to 20 h before the test, all food was removed from the home cage. On the day of the test, each mouse was placed in a large, clean tub cage (46 cm L × 23.5 cm W × 20 cm H), containing paper chip bedding (3-cm deep), and allowed to explore for 5 min. The mouse was removed from the cage, and one Froot Loop was buried in the cage bedding. The mouse was then returned to the cage and given 15 min to locate the buried food. Measures were taken of latency to find the food reward.

### Immunohistochemistry

Mice were perfused with 4% paraformaldehyde in 0.1 M phosphate buffer, pH 7.4. The brains were dissected and immersion fixed in the same fixative buffer, freshly prepared, for 24 h, followed by cryoprotection in 30% sucrose in 0.1 M phosphate buffer, pH 7.4 at 4 °C. Each brain was cut on a cryostat into 60-μm sections and held at − 20 °C in a solution containing glycerol (25% v/v), ethylene glycol (30% v/v), and phosphate-buffered saline (PBS, pH 7.4; 45% v/v) for immunostaining at a later date. Sections were removed from this storage solution and sequentially rinsed with PBS and a Tris-buffered saline containing Triton-X (TBS/TX: 0.05 M Tris hydroxymethyl aminomethane, 2.7% NaCl, 0.3% Triton-X-100; pH 7.6) before blocking in 10% normal donkey serum (NDS; EMD-Millipore, S30-100ML) in TBS/TX and treatment with primary antibodies diluted in 10% NDS/TBS/TX overnight at room temperature. The following day, sections were once again rinsed in TBS/TX and blocked with 10% NDS/TBS/TX before application of a secondary antibody cocktail diluted in NDS/TBS/TX to which DAPI (ThermoFisher, EN62248) was added for a final concentration of 1:4,000. After a 6 h incubation in secondary antibodies, sections were rinsed in PBS and treated with TrueBlack Lipofuscin Autofluorescence Quencher (Biotium, 23007) diluted in 70% ethanol for 2 minutes, rinsed again in PBS, floated onto SuperFrost Plus slides (Fisher Scientific, 12-550-15), briefly dried, and coverslipped with Fluoro Gel mounting medium (Electron Microscopy Sciences, 17985-10). We used antibodies to Phospho-S6 Ribosomal Protein (Ser235/236) (Cell Signaling, 4857; 1:100), a rabbit monoclonal, and NeuN (EMD-Millipore, ABN90; 1:400), a guinea pig polyclonal. Secondary antibodies (donkey anti-rabbit Alexa Fluor 488, A-21206, and donkey anti-guinea pig Alexa Fluor 647, 706-605-148) were purchased from Invitrogen and Jackson ImmunoResearch, respectively, and used at 1:200. Sections were imaged on a Zeiss LSM 710 confocal microscope.

### RNA extraction

Mice were sacrificed at E14.5, and at 1, 6, and 12 months of age. The brains were removed, and the cerebral cortex (one hemisphere) was dissected and stored at − 80 °C until RNA extraction. Six replicates were prepared for both WT and *Chd8*^V986*/+^ at all four time points for a total of 48 samples. All samples were processed in parallel, including meticulous planning to ensure that equal numbers of each genotype and time point were centrifuged together, to minimize batch effects associated with any part of processing, handling, RNA isolation, or RNA-seq library preparation. To lyse the samples, 350 μl of Qiagen RLT Plus buffer (with 20 μL DTT per mL buffer) per 20-mg tissue was added. A hand-held motorized homogenizer was used to immediately homogenize that samples. The lysate (350 μL) was processed through a RNeasy Plus Mini Kit for RNA extraction following the manufacturer protocol (Qiagen, 74136). RNA concentration was measured using Qubit RNA Broad-Range Assay and stored at − 80 °C (Thermo Fisher Scientific, Q10211).

### RNA sequencing

PolyA RNA-stranded libraries were prepared (KAPA, Roche), and sequencing was performed (Illumina) at the UNC High-Throughput Sequencing Facility. To minimize sequencing related batch effects, each replicate was barcoded (KAPA, Roche) and multiplexed such that all samples were represented on a given lane of a flowcell, then each library was sequenced on a HiSeq 4000 with stranded paired end 50 bp reads. Reads were filtered for a quality score of 20 or more in at least 90% of all bases using fastq_quality_filter in the FASTX toolkit 0.0.14 (http://hannonlab.cshl.edu/fastx_toolkit/index.html). Sequencing adapters were trimmed using cutadapt 1.12 [30], and reads were then aligned to the mm9 reference genome using STAR 2.5.2b [31]. Read depth (passing reads that aligned to the genome) for each sample can be found in Supplementary Data File 1. Transcripts were quantified using Salmon 0.11.3 [32], and differential expression was detected using DESeq2 1.22.2 [33], using a model that corrected for batch effects and a threshold of adjp < 0.1. Sequencing data are available at GEO under accession GSE142208. Differentially expressed genes from other studies of *Chd8* transgenic heterozygotes that provided RNA-seq analysis results [16, 17, 19, 20] were compared for overlap of significant upregulation and downregulation of transcription. Overlaps were visualized using the UpSetR package in R [34]. The significance of pairwise overlaps of the upregulated and downregulated genes, by time point, in the present study and in the other previously mentioned studies was tested using the web interface for gprofiler (https://biit.cs.ut.ee/gprofiler/gost) [35]. A custom GMT file was used consisting of the default gprofiler GMT, with entries added for the upregulated and downregulated gene lists from the previously mentioned *Chd8* transgenic studies. Overlaps were considered significant with an adjusted *p* value < 0.05.

### Hierarchical clustering analysis

We first created a union set of differentially expressed genes from all four ages. Fold-changes were standardized by dividing the fold-change by the maximum absolute fold-change value for that gene across all four time points, thus constraining the values to a range of − 1 to 1. Genes were then clustered hierarchically using 1– Pearson correlation distance. The resulting tree was cut at a height of 1.6, resulting in 7 clusters of genes. The genes were then filtered to remove those with Pearson correlation < 0.5. Clusters with fewer than 30 genes remaining after filtering were excluded from further analysis, resulting in a final set of five gene clusters.

### Pathway analysis

To determine which pathways were enriched among the five clusters, we used gprofiler 0.1.6 [35] and ran it in R 3.5.3 [36]. Pathways were considered significant at adjusted *p* value < 0.05. The variance-stabilizing transformation (VST)-normalized expression values for each genotype underlying these fold-changes were then aggregated across all significant genes in each pathway by taking the average on a replicate by replicate basis.

### Statistical analysis

For each behavior procedure, measures were taken by an observer blind to mouse genotype. Data were analyzed using one-way or repeated measures analysis of variance (ANOVA). Fisher’s protected least-significant difference tests were used for comparing group means only when a significant *F* value was determined. Within-genotype ANOVAs were used to determine side preference in the three-chamber test. Data presented in figures throughout the study represent means (± SEM). For all comparisons, significance was set at *p* < 0.05. Significant *p* values and group sizes are reported in figure legends. Sample *n* in reported behavioral experiments was appropriate assuming a large effect size (*f* = 0.8) for 4 repeated measures between 2 groups (WT versus *Chd8*^V986*/+^).

## Results

### Generation of *Chd8*^V986*/+^ mice

ASD-linked indels, missense, and nonsense mutations are found throughout the protein-coding region of the human *CHD8* gene (Fig. 1a). Several of these mutations introduce premature stop codons that presumably result in null alleles via nonsense-mediated decay (loss-of-function). We used CRISPR/Cas9 technology to introduce the valine 984 stop codon [9] at the equivalent position in mouse *Chd8* (V986*) on a pure C57BL/6J background. Homozygous *Chd8*^V986*/V986*^ pups were never recovered in P0 litters from *Chd8*^V986*/+^ × *Chd8*^V986*/+^ (heterozygous × heterozygous) mating pairs, consistent with this mutation being an embryonic lethal null allele [37]. CHD8 protein levels were reduced by half in the brain of *Chd8*^V986*/+^ mice (Fig. 1b, c). *Chd8*^V986*/+^ male and female mice were comparable in body weight at birth (P0) but displayed significantly increased brain weight when compared to WT littermate controls (Fig. 1d, e). At later ages, the body weight of *Chd8*^V986*/+^ males was significantly lower than WT controls (25 weeks: 32.8 ± 0.52 g versus 29.9 ± 0.50 g).

**Fig. 1:**
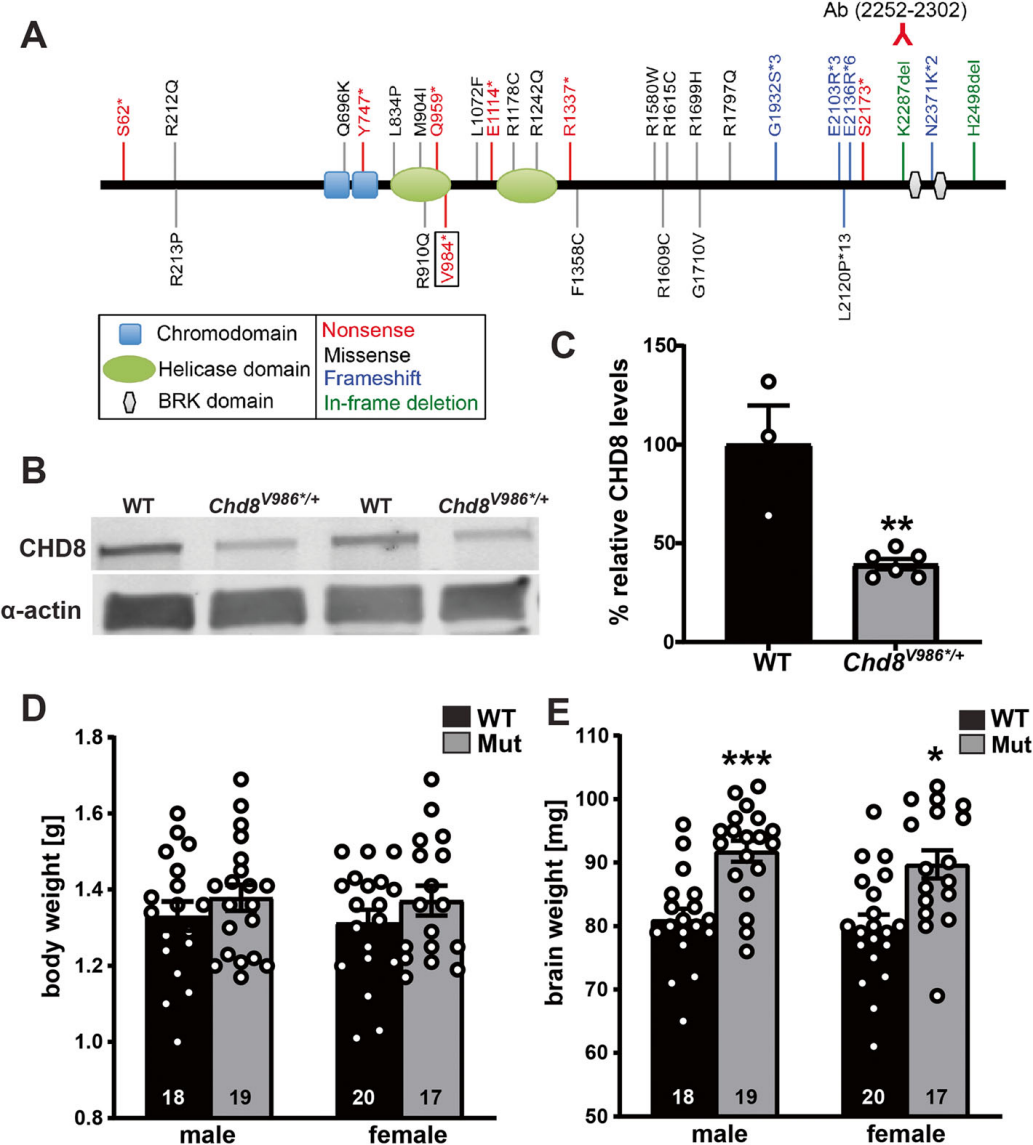
Increased brain weight at birth in *Chd8*^V986*/+^ haploinsufficient mice*.* **a** ASD-linked mutations in human CHD8. The mouse CHD V986* mutation is synonymous with human CHD8 V984* (boxed). The region recognized by the CHD8 antibody (Ab) is shown. **b** Western blot and **c** quantification of CHD8 protein (290 kDa) in brain lysates from WT and *Chd8*^V986*/+^ mice; age P0. Data represents mean of 3–6 samples per genotype ± S.E.M., **P < 0.01. WT: wild-type; Mut: *Chd8*^V986*/+^*.* **d**, **e** Body and brain weights of WT and *Chd8*^V986*/+^ mice at P0. Data are mean of 17–20 samples per genotype ± S.E.M. *P < 0.05; ***P < 0.001

### Pup survival is reduced when raised by *Chd8*^V986*/+^ dams

We also evaluated whether the genotype of the mother or father affected pup survival. Maternal or paternal genotype did not have an effect on the number of offspring at P0 (Fig. 2). However, pup survival at P2 was significantly reduced only when litters were reared by *Chd8*^V986*/+^ dams (Fig. 2).

**Fig. 2:**
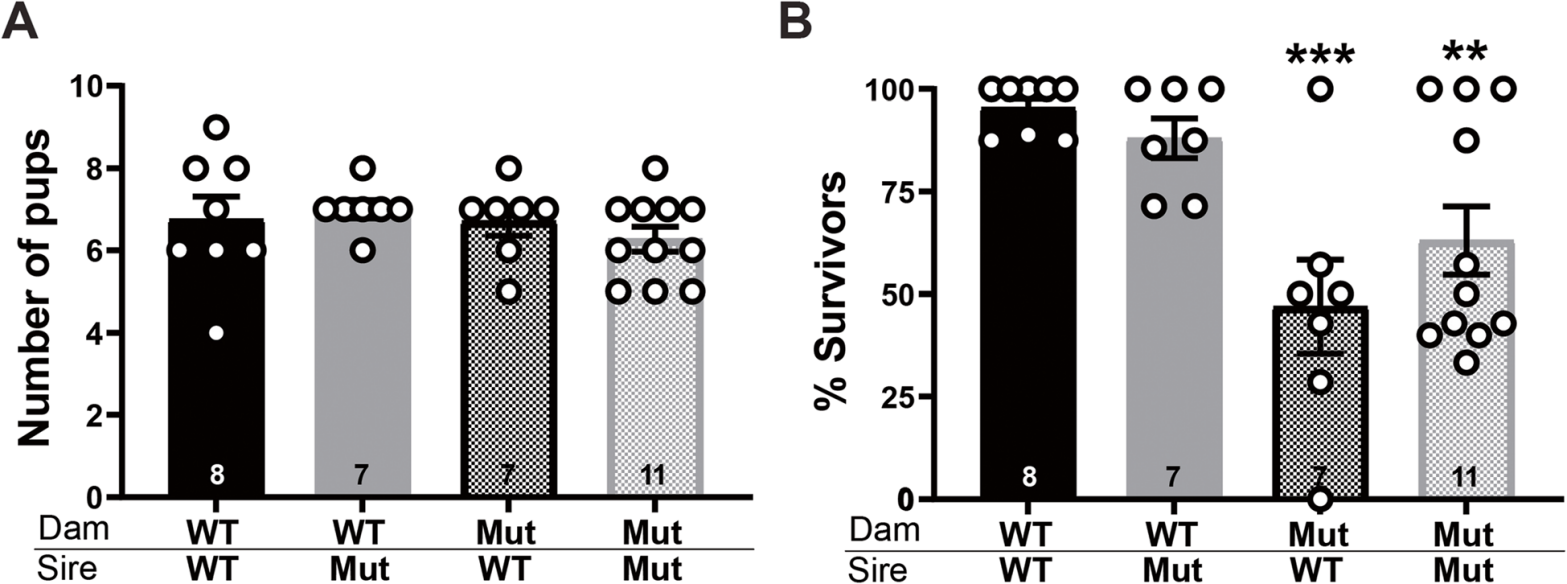
Reduced pup survival when reared by *Chd8*^V986*/+^ dams. **a** Litter size at birth (age=P0). No significant differences. **b** Pup survival at P2 relative to the number of pups present at P0. Genotype of the dam and the sire is indicated. Data represents mean from 8–11 l (*n* indicated in bars) ± S.E.M., **p < 0.01, ***p < 0.001 relative to WT × WT cross

### Behavioral abnormalities in the open-field test worsen with age in *Chd8*^V986*/+^ mice

ASD disproportionally affects males over females (~ 4:1), ASD-linked mutations in *CHD8* are more common in males (3.5:1) [13] and only *Chd8* mutant male mice (with a different heterozygous loss-of-function allele, Asn2371LysfsX2; shown in Fig. 1) had behavioral abnormalities [20]. These data suggest that the penetrance of loss-of-function mutations in *Chd8* is influenced by sex, with penetrance higher in males. Thus, we next evaluated a cohort of male WT and *Chd8*^V986*/+^ mice in a battery of behavioral tests (see the “Methods” section). At 6 months of age, WT and *Chd8*^V986*/+^ mice spent a similar percentage of time on the open arms of the elevated plus maze and had a similar number of total entries during the test (Table 1). Moreover, WT and *Chd8*^V986*/+^ mice had similar performance in the marble-burying test (Table 1), found buried food with similar latencies (Table 1), showed a comparable magnitude of startle responses (Fig. 3), and demonstrated similar prepulse inhibition in the acoustic startle test (Fig. 3).

**Table 1:** Tests for anxiety-like behavior, perseverative responses, and olfactory function

	WT	*Chd8*^V986*/+^
Elevated plus maze		
Percent open-arm time	21 ± 2	20 ± 2
Percent open-arm entries	30 ± 3	34 ± 3
Total number of entries	24 ± 2	21 ± 2
Marble-bury assay		
Number of marbles buried	17 ± 0.7	15 ± 1.4
Olfactory test		
Latency to find buried food(s)	36 ± 9	41 ± 13

No significant differences between genotypes

**Fig. 3:**
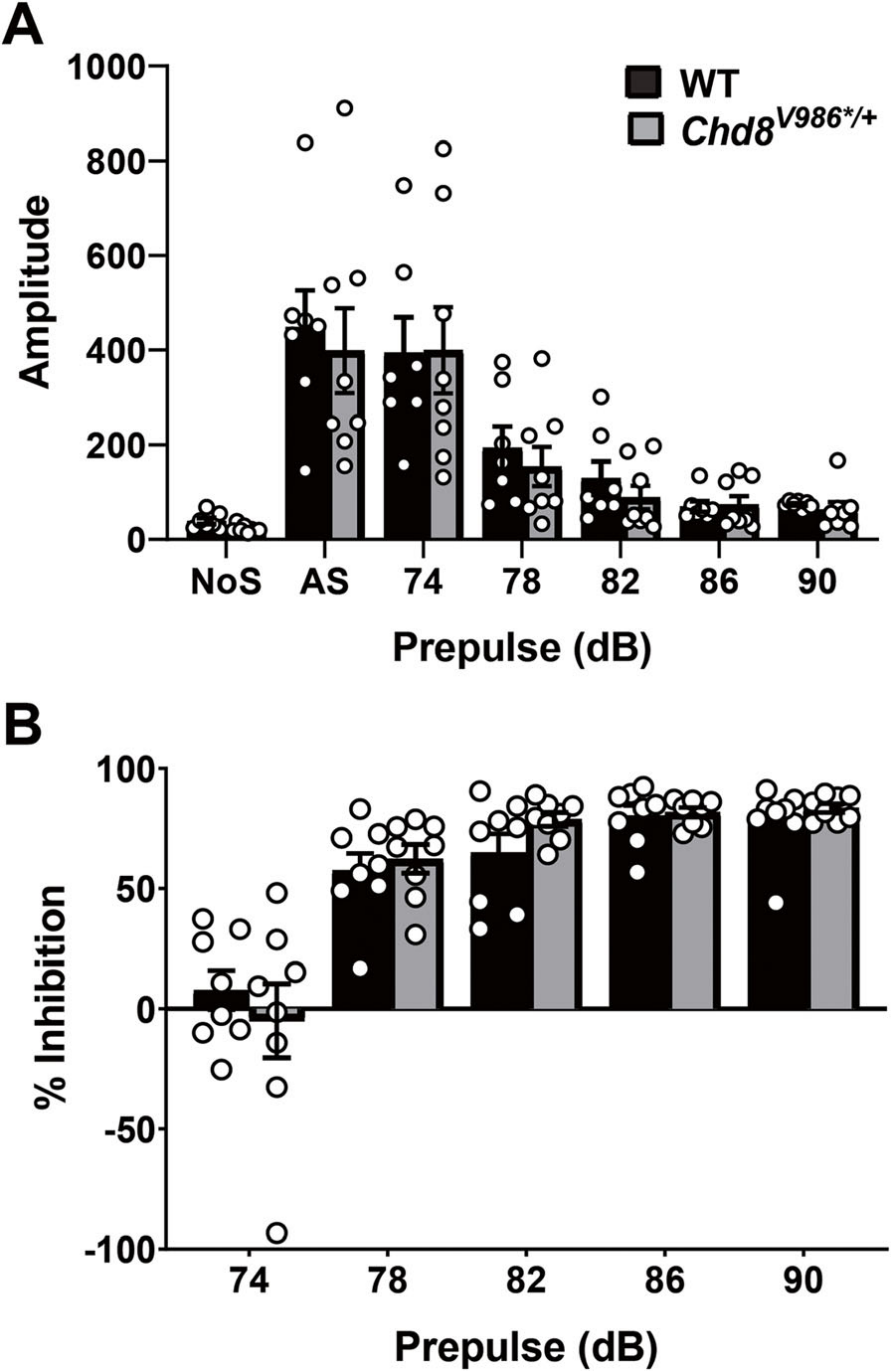
Acoustic startle response. **a** Magnitude of startle responses and **b** prepulse inhibition following presentation of acoustic stimuli. Trials included no stimulus (NoS) trials and acoustic startle stimulus (120 dB) alone trials. No significant differences between genotypes

In contrast, phenotypes were detected in the open-field test and in social tests at 6 months of age, so we repeated these tests in the same cohort at 1 year of age to assess reproducibility and severity as a function of age. We found that WT and *Chd8*^V986*/+^ mice had comparable locomotor activity in the open field test at 6 months and 12 months of age (Fig. 4a, b); however, *Chd8*^V986*/+^ mice showed a significant decrease in rearing movements at 6 months [genotype × time interaction, *F*(11,154) = 2.36, *p* = 0.01] (Fig. 4c). By 12 months, this rearing deficit was much more evident [main effect of genotype, *F*(1,14) = 10.0, *p* = 0.0069] (Fig. 4d).

**Fig. 4:**
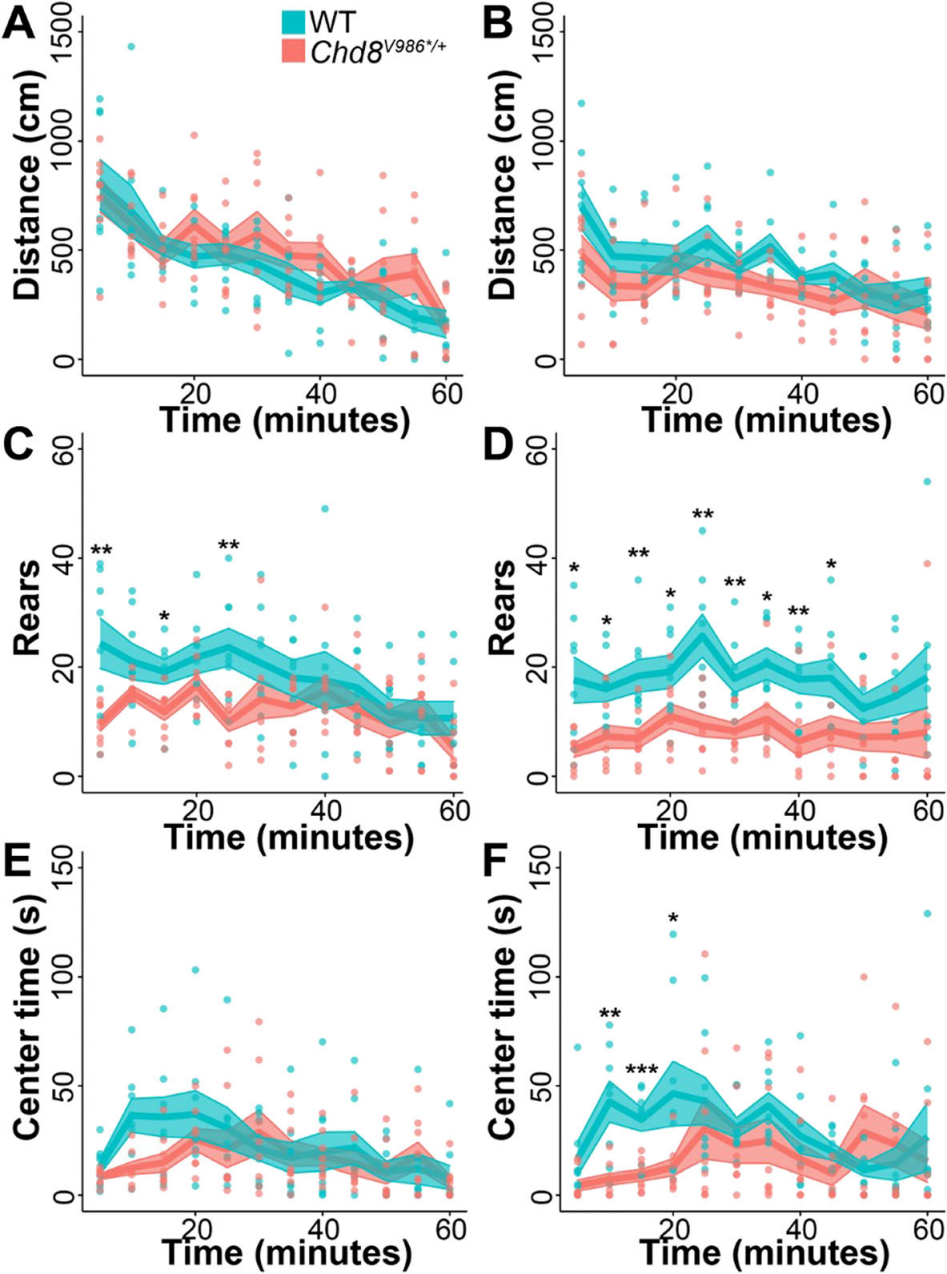
Open-field behaviors as a function of age. WT and *Chd8*^V986*/+^ male mice were tested at (**a**, **c**, and **e**) 6 months of age and at (**b**, **d**, **f**) 12 months of age. **a**, **b** Distance traveled. No significant differences. **c**, **d** Number of rears. Six-month-old [genotype × time interaction, *F*(11,154) = 2.36, *p* = 0.01] and 1-year-old [main effect of genotype, *F*(1,14) = 10.0, *P* = 0.0069] *Chd8*^V986*/+^ mice showed a significant decrease in rearing movements relative to age-matched WT controls. **e**, **f** Time in center. No significant differences between 6-month-old WT and *Chd8*^V986*/+^ mice [genotype × time interaction, *F*(11,154) = 1.83, *p* = 0.0536]. Twelve-month-old *Chd8*^V986*/+^ mice showed a significant reduction in center time behavior relative to age-matched WT controls [genotype × time interaction, *F*(11,154) = 2.91, *p* = 0.0016]. Lines and shaded areas represent means ± S.E.M. Each data point represents an individual mouse. *p < 0.05, **p < 0.01, ***p < 0.001

A similar pattern of age-dependent genotype differences was observed for the measure of time spent in the center region. At 6 months of age (Fig. 4e), *Chd8*^V986*/+^ mice demonstrated a non-significant trend for decreased time spent in the center [genotype × time interaction, *F*(11,154) = 1.83, *p* = 0.0536]. By 12 months of age (Fig. 4f), the differences between the genotypes in center time was highly significant [genotype × time interaction, *F*(11,154) = 2.91, *p* = 0.0016].

### Increased social interactions and social novelty preference of *Chd8*^V986*/+^ mice

At 6 and 12 months of age, WT and *Chd8*^V986*/+^ mice preferred to spend more time in proximity to the cage containing the stranger mouse versus the empty cage [within-genotype comparisons following repeated measures ANOVA, a significant effect of side, test 1, *F*(1,14) = 36.29, *p* < 0.0001; test 2, *F*(1,14) = 51.47, *p* < 0.0001] (Fig. 5a, b). However, at 6 months of age (Fig. 5c), only the *Chd8*^V986*/+^ mice exhibited a shift in preference to the newly introduced stranger 2 [within-genotype comparisons following repeated measures ANOVA, a significant effect of side, *F*(1,14) = 17.43, *p*=0.0009]. This genotype-dependent social novelty preference was more evident by 12 months of age (Fig. 5d), during which the *Chd8*^V986*/+^ mice spent significantly more time in proximity to stranger 2 than WT mice [main effect of genotype, *F*(1,14) = 5.39, *p* = 0.0359; and side, *F*(1,14) = 16.49, *p* = 0.0012]. Consistent with these findings, TCOT behavior suggests increased social interest between 8 and 10-week-old *Chd8*^V986*/+^ mouse dyads relative to WT mouse dyads (Supplementary Figure S1). This increased social preference was not due to increased aggression, since fighting was observed in less than 3% of samples during testing.

**Fig. 5:**
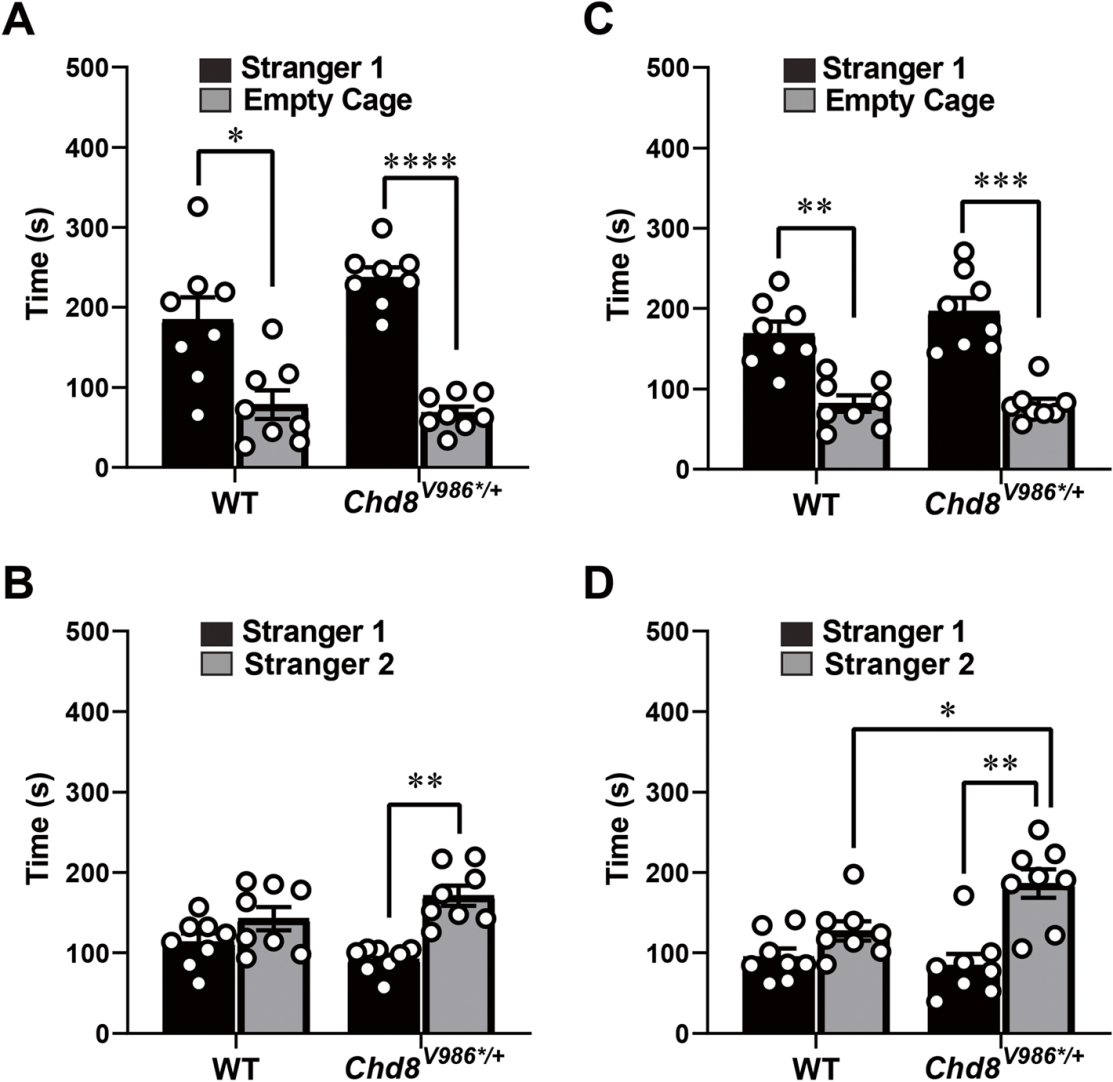
Three-chamber social behavior tests as a function of age. WT and *Chd8*^V986*/+^ male mice were tested at (**a**, **c**) 6 months of age and (**b**, **d**) 12 months of age. **a**, **b** Time spent in 5 cm proximity to a caged stranger or an empty cage during the sociability test. **c**, **d** Time spent in 5 cm proximity to each caged stranger mouse during the social novelty preference test. Bars represent mean ± S.E.M. for a 10-min test. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001

### Transcriptomic changes in the brain as a function of age

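Cortical RNA was sequenced from 48 male mice, 6 WT and 6 *Chd8* V986*/+ mice at each of 4 ages, E14.5 and 1, 6 and 12 months, with the cortex of one hemisphere taken from each mouse. For the libraries, the paper's methods name polyA-selected stranded RNA and KAPA reagents, whereas the sample labels name a TruSeq kit. The authors aligned the reads to mm9, quantified transcripts with Salmon and deposited variance-stabilizing transformation (VST) values from DESeq2, which are on a log_2_ scale, for 24444 genes. The most frequent value in the table, 2.1433, made up 15.7% of all values, was that of 3839 genes in every sample and was taken as the floor of the scale, the value of a gene without reads. A further 6.1% of values lay below it, down to 1.2295. A difference of 1 in VST expression is close to a doubling for well-expressed genes and understates the change near that floor. Genotypes were compared at each age with limma on these values, over the genes whose mean was at least 0.5 above the floor, and genes with a Benjamini-Hochberg adjusted *p* value (adjp) below 0.1, the paper's threshold, were counted as differentially expressed. The counts of reads per gene were not used here, so the counting error of a single gene in a single sample is unknown.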

We next used RNA-seq to evaluate gene expression in the cerebral cortex of WT and *Chd8*^V986*/+^ male mice at embryonic (E14.5) and postnatal ages (1, 6, and 12 months). 

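Read depth, the number of passing reads aligned to the genome that the paper's supplement lists for each sample, ranged from 13611052 to 61621924 reads with a median of 30471916. The median of the 6 WT mice was 30510023 reads at E14.5, 29418617 at 1 month, 31704769 at 6 months and 30372277 at 12 months. The median of the 6 *Chd8* V986*/+ mice was 32309653, 29325226, 30467606 and 30893604 reads at the same ages. Replicates 1 to 3 of all groups lay between 28931392 and 35236044 reads, whereas replicates 4 to 6 spread over the whole range. The deposited values also separated these sets of replicates. In 4466 genes exactly 2 values were each shared by 3 or more samples, and in all 4466 the values parted replicates 1 to 3 from replicates 4 to 6, by a median of 0.0513 and at most 1.8275 log_2_ units. Over all genes, the mean of replicates 1 to 3 and the mean of replicates 4 to 6 differed by at most 3.38e-14, against a median difference of 0.0212 between replicates 1, 2 and 4 and replicates 3, 5 and 6. The VST values thus have a difference between replicates 1 to 3 and 4 to 6 already removed. Each set holds 3 mice of every genotype and age.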

All samples were processed and sequenced in parallel to minimize batch effects and to enable comparisons across genotypes and ages. 

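In WT cortex, *Chd8* had a VST expression of 12.55 ± 0.13 (SD, *n* = 6) at E14.5. Its expression was 11.72 ± 0.12 (SD, *n* = 6) at 1 month, 11.75 ± 0.02 (SD, *n* = 6) at 6 months and 11.65 ± 0.15 (SD, *n* = 6) at 12 months. The E14.5 mean exceeded the means at 1, 6 and 12 months by 0.83, 0.80 and 0.90 log_2_ units, with no overlap between the mice (exact two-sided permutation tests, *p* = 0.0022 each, the smallest *p* that 6 against 6 mice allow). With quantile normalization between samples, the alternative that moved these differences most, they were 1.02, 1.00 and 1.06.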

*Chd8* expression was highest at E14.5 and persisted at a lower level throughout life (Supplementary Figure S2), consistent with Xu et al. [38]. *Chd8* expression was significantly reduced at each time point in *Chd8*^V986*/+^ mice (Supplementary Figure S2). 

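The log_2_ fold-change of *Chd8* in *Chd8* V986*/+ relative to WT mice was −0.63 (standard error 0.08, limma adjp = 0.026) at E14.5, where mean VST expression in *Chd8* V986*/+ mice was 11.92 ± 0.16 (SD, *n* = 6), or 64.6% of WT. Same-numbered WT and *Chd8* V986*/+ samples resembled each other at E14.5, with a mean correlation of 0.23 after removal of the group means. With the replicate number as a block in the model, the E14.5 fold-change had a standard error of 0.04 and a limma adjp of 0.00027. At 1 month, the fold-change was −0.67 (standard error 0.05, limma adjp = 3.0e-06), with a *Chd8* V986*/+ mean of 11.05 ± 0.06 (SD, *n* = 6), or 62.7% of WT. At 6 months, it was −0.64 (standard error 0.04, limma adjp = 1.1e-07), with a mean of 11.11 ± 0.07 (SD, *n* = 6), or 64.2% of WT. At 12 months, it was −0.54 (standard error 0.06, limma adjp = 0.0026), with a mean of 11.11 ± 0.03 (SD, *n* = 6), or 68.8% of WT. At every age all 6 *Chd8* V986*/+ mice lay below all 6 WT mice. At E14.5, *Chd8* was not called by limma without a trend in the variance (adjp = 0.12), with markers of midbrain, hindbrain and spinal cord as a covariate (−0.59, adjp = 0.27) and in 4 of the 12 fits that left out 1 sample (adjp = 0.12 to 0.13). The adjacent protein-coding genes are *Supt16* (*Supt16h* in the annotation, 52780094 to 52816914) and *Rab2b* (52881434 to 52899220) on chromosome 14. The largest change of *Rab2b* was +0.10 at 6 months (exact two-sided permutation test, *p* = 0.011). Values of *Supt16* are not reported here, so nothing is said about its expression.

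**Figure D1:**
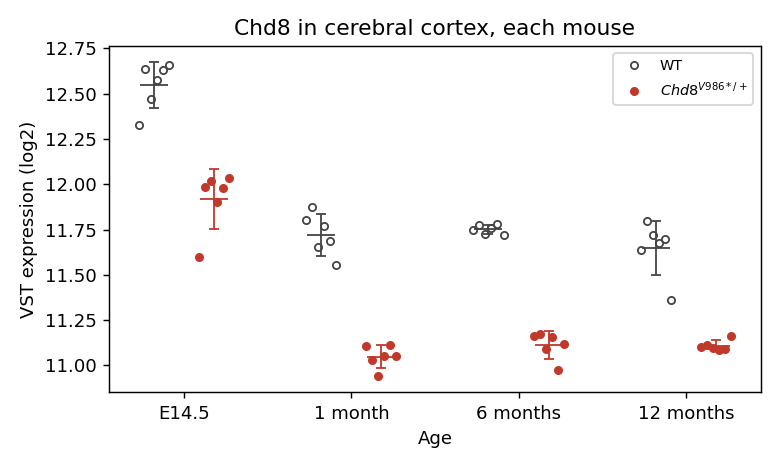
VST expression (log_2_) of *Chd8* in the cortex of each mouse, WT (open grey) and *Chd8* V986*/+ (filled red), at E14.5 and 1, 6 and 12 months. Points are mice, bars are the mean ± SD of 6 mice, and the *Chd8* V986*/+ mice lie below the WT mice at each age.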

Evaluation of reads spanning the WT V986 and mutant V986* allele indicated that the mutant allele was not expressed, suggestive of nonsense-mediated decay. 

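*Usp11*, on chromosome X from 20281032 to 20297665, had a log_2_ fold-change of −0.40 (standard error 0.04, limma adjp = 0.00012) at 1 month, −0.31 (standard error 0.05, limma adjp = 0.032) at 6 months and −0.34 (standard error 0.05, limma adjp = 0.035) at 12 months. At each of these ages all 6 *Chd8* V986*/+ mice had lower *Usp11* expression than all 6 WT mice. At E14.5 its fold-change was −0.17 (limma adjp = 0.98), and 4 of 6 *Chd8* V986*/+ mice lay below all WT mice. *Wars2*, on chromosome 3 from 98944991 to 99043109, had log_2_ fold-changes of 0.31, 0.35, 0.37 and 0.33 from the youngest to the oldest age (limma adjp = 0.88, 0.145, 0.16 and 0.21). All 6 *Chd8* V986*/+ mice had higher *Wars2* expression than all 6 WT mice at E14.5, 1 month and 6 months, and 5 of 6 did at 12 months. When all 48 samples were fitted in one model, *Usp11* and *Wars2* passed the threshold at all 4 ages. Among *Asl*, *BC025920*, *Crlf2*, *Csad*, *Ddo*, *Egfl6*, *Lyrm7*, *Parva*, *Pum3*, *Tmem209* and *Zbtb45*, the fits of single ages gave calls for *Crlf2* at 1 month (0.46, limma adjp = 0.056) and 6 months (0.43, limma adjp = 0.057) and for *Ddo* at 1 month (−0.63, limma adjp = 0.042) and 6 months (−0.59, limma adjp = 0.046). *Asl* and *Zbtb45* were called at 1 month, and *Egfl6*, *Parva* and *Tmem209* at 6 months. *BC025920*, *Csad*, *Lyrm7* and *Pum3* were called at no age, with their lowest adjp at 0.10 for *BC025920* at 12 months. Each of these genes kept one direction at all 4 ages, lower in *Chd8* V986*/+ mice for *Asl*, *Ddo* and *Zbtb45* and higher for the rest.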

Two other genes aside from *Chd8* were differentially expressed across all four time points (*Usp11*, *Wars2*), and 11 genes were differentially expressed in three of the four time points (*Asl*, *BC025920*, *Crlf2*, *Csad*, *Ddo*, *Egfl6*, *Lyrm7*, *Parva*, *Pum3*, *Tmem209*, *Zbtb45*). There thus appears to be a core set of genes that are reproducibly affected in the brain of *Chd8*^V986*/+^ mice irrespective of age.

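In the fits of single ages, *Chd8* passed the threshold at 4 ages, *Usp11* at exactly 3 ages and 3 other genes at exactly 2 ages. Of these, *Crlf2* on chromosome 5 (109983730 to 109988012) and *Ddo* on chromosome 10 (40349817 to 40401653) did so at 1 and 6 months, as did *Hmgb3* (−0.38, limma adjp = 0.0061, and −0.43). In one fit of all 48 samples, *Chd8*, *Usp11* and *Wars2* passed at 4 ages, and *BC025920*, *Crlf2*, *Csad* and *Tmem209* at exactly 3.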

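At E14.5, 16877 genes were tested and 1 was differentially expressed, *Chd8*, while 769 had an unadjusted *p* below 0.05. With the replicate number as a block, which allows for the resemblance of same-numbered samples at that age, *Chd8* and *Tmem209* were called at E14.5, 2 genes in all, and 1995 had an unadjusted *p* below 0.05. At 1 month, 24 of 17221 genes were differentially expressed, 6 higher and 18 lower in *Chd8* V986*/+ mice, and 1515 had an unadjusted *p* below 0.05. At 6 months, 16 of 17256 genes were differentially expressed, 9 higher and 7 lower, and 1310 had an unadjusted *p* below 0.05. At 12 months, 8 of 17288 genes were differentially expressed, 1 higher and 7 lower, and 2000 had an unadjusted *p* below 0.05. The union over the 4 ages held 41 genes. Besides *Chd8*, *Crlf2* and *Ddo*, the genes among the 3 largest changes in each direction, of called genes without overlap of the genotypes, were *Gabpa* (0.28, limma adjp = 0.055), *Chmp2a* (0.24, limma adjp = 0.056) and *Ptges* (−0.59, limma adjp = 0.056) at 1 month and *Egfl6* (0.73, limma adjp = 0.057), *Slc5a5* (0.35, limma adjp = 0.032) and *Hmgb3* (−0.43, limma adjp = 0.032) at 6 months. One fit of all 48 samples, which shares the residual variance between ages, gave 93 genes at E14.5 (100 with a replicate block), 37 at 1 month, 16 at 6 months, 520 at 12 months and 633 in the union. At 6 months, a replicate block gave 30 genes and read depth as a covariate 2, and at 1 month the fits that left out 1 sample gave 3 to 32. The spread within groups was not equal between ages. The median SD over genes was 0.18 in WT and 0.17 in *Chd8* V986*/+ mice at E14.5, 0.13 and 0.12 at 1 month, 0.13 and 0.13 at 6 months, and 0.18 and 0.12 at 12 months. The largest decreases at 12 months were those of *Acer2* (−0.89, standard error 0.12, limma adjp = 0.0099), *Dio3* (−0.81, standard error 0.14, limma adjp = 0.075) and *Aass* (−0.64, standard error 0.12, limma adjp = 0.082). For *Tspan10*, the gene that was higher at 12 months, the WT mean of 2.14 was at the floor of the scale, so no fold-change is given. In simulated values with the means and spreads of the real genes, 200 genes carried a change of 0.5 or 1 in either direction. The test recovered 78.5%, 83.0%, 83.0% and 79.5% of them at the 4 ages. Changes below 0.5 were not simulated, so the recovery of smaller changes is unknown.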

After identifying differentially expressed genes at each age (Supplementary Data File 2), we hierarchically clustered standardized log_2_-fold change values of these genes as a function of age. This standardization approach enabled us to identify genes with similar temporal changes in expression. This analysis revealed five gene clusters that temporally differed between WT and *Chd8*^V986*/+^ samples. 

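The steps of the paper's clustering were applied to the union of 41 genes. Log_2_ fold-changes were divided by each gene's largest absolute value and clustered on 1 minus the Pearson correlation with complete linkage, a choice made here because the paper's text does not name the linkage. The tree was divided at a height of 1.6, genes with a correlation below 0.5 to the centroid were removed, and clusters with fewer than 30 genes were dropped. Of 4 clusters at that height, 0 held 30 genes. The 853 genes of the paper's clusters are those left after its own clustering and filter. Applied to them, the same steps gave 3 clusters of 394, 284 and 158 genes, with an adjusted Rand index of 0.55 to the paper's assignment. Applied to the 633 genes called in one fit of all 48 samples, an alternative chosen after seeing the values, they gave 5 clusters of 210, 197, 91, 79 and 44 genes, with an adjusted Rand index of 0.63 over the 532 genes shared with the paper's clusters.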

The full lists of genes in each cluster are found in Supplementary Data File 3.

Gene ontology/pathway analyses were then performed with these cluster-specific genes (Fig. 6, Supplementary Data File 4). At E14.5, genes associated with sodium channel activity and synaptic function were reduced in *Chd8*^V986*/+^ samples relative to WT controls, implying delayed neuronal maturation and/or abnormal neuronal communication (cluster 1; Fig. 6, Supplementary Figure S3). 

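At E14.5, the 5 sodium channel activity genes of cluster 1 had a mean VST expression of 7.43 ± 0.27 (SD, *n* = 6) in *Chd8* V986*/+ and 7.96 ± 0.58 (SD, *n* = 6) in WT mice, a difference of −0.52 (exact two-sided permutation test, *p* = 0.076). The 16 synapse part genes differed by −0.59 (exact *p* = 0.069), the 25 neuron projection genes by −0.65 (exact *p* = 0.056) and the 14 axon genes by −0.66 (exact *p* = 0.0498). With Benjamini-Hochberg adjustment over the 60 combinations of pathway and age tested, the 4 values were 0.21, 0.21, 0.21 and 0.20. These genes are the paper's calls on the same samples, so the tests are not independent of how the genes were chosen. The same holds for the other pathway sets and for their changes between ages, since the paper grouped the genes by fold-changes over age. All genes of the 4 sets were lower on average in *Chd8* V986*/+ mice, and in each set 5 of 6 same-numbered pairs were lower. Treated as same-numbered pairs, the exact sign-flip tests gave *p* = 0.062 for sodium channel activity, neuron projection and axon and *p* = 0.094 for synapse part, where 6 pairs cannot give less than 0.031. The SD between WT mice was 0.58 to 0.71 and that between *Chd8* V986*/+ mice 0.20 to 0.27. The gene sets moved with the mean expression of 35 marker genes of midbrain, hindbrain and spinal cord, none of which belongs to the paper's clusters. After regression on that mean, the differences were −0.08 for sodium channel activity (exact *p* = 0.43), −0.14 for synapse part (exact *p* = 0.31), −0.13 for neuron projection (exact *p* = 0.15) and −0.12 for axon (exact *p* = 0.13). Genotype was not in that regression, so any genotype difference shared with the markers was removed too. Of the sodium channel activity genes, *Scn2b* (−0.32, standard error 0.07, limma adjp = 0.68) had the lowest unadjusted *p*. All 6 *Chd8* V986*/+ mice had lower *Scn2b* expression than all 6 WT mice (exact *p* = 0.0022), and its limma adjp was 0.0012 in one fit of all 48 samples and 1.0 with the marker mean as a covariate. *Asic1*, *Asic4*, *Scn7a* and *Trpm2* fell by 0.29 to 0.84 (limma adjp = 0.98 each), and the fold-change of *Scn7a* rose to +0.25 with the marker mean as a covariate.

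**Figure D2:**
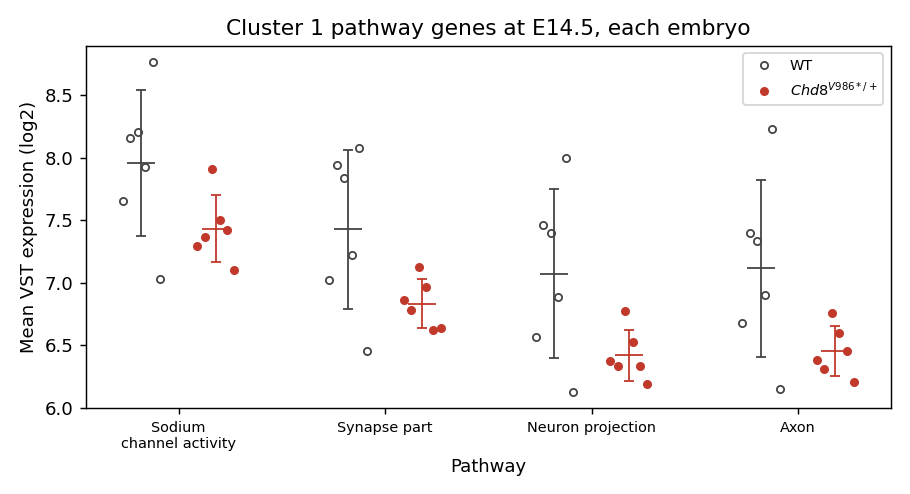
Mean VST expression (log_2_) at E14.5 of the cluster 1 genes of sodium channel activity, synapse part, neuron projection and axon, for each WT (open grey) and *Chd8* V986*/+ (filled red) mouse. Points are mice, bars are the mean ± SD of 6 mice, and the WT mice spread over a wider range than the *Chd8* V986*/+ mice.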

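The differences between *Chd8* V986*/+ and WT mice in the same sodium channel activity genes were 0.01 at 1 month, −0.02 at 6 months and −0.04 at 12 months (exact two-sided permutation tests, *p* = 0.86, 0.78 and 0.47). For synapse part genes, they were 0.05, −0.04 and −0.03 (exact *p* = 0.19, 0.49 and 0.39), each within 1 SD of the WT mice. As a single gene, *Scn2b* differed by −0.08, −0.14 and −0.15 at 1, 6 and 12 months (exact *p* = 0.095, 0.022 and 0.024, not adjusted). Of the 5 sodium channel activity genes, 3 were lower and 2 higher at 6 months and at 12 months. The change of the genotype effect from E14.5 to 12 months was 0.49 for sodium channel activity genes (adjusted *p* = 0.094) and 0.56 for synapse part genes (adjusted *p* = 0.066) by permutation of the age labels within genotype, adjusted over 21 such tests.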

Expression of these genes equalized to that of WT at later ages (cluster 1; Fig. 6, Supplementary Figure S3). 

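The 5 focal adhesion genes of cluster 2 are *Col9a2*, *Parva*, *Thbs2*, *Tnc* and *Vav3*. At E14.5, their mean VST expression was 8.98 ± 0.12 (SD, *n* = 6) in *Chd8* V986*/+ and 9.24 ± 0.27 (SD, *n* = 6) in WT mice, a difference of −0.26 (exact two-sided permutation test, *p* = 0.061, adjusted *p* = 0.21). In same-numbered pairs the exact sign-flip test gave *p* = 0.094. After regression on the midbrain, hindbrain and spinal cord markers, again without genotype in the model, the difference was −0.06 (exact *p* = 0.34). At 12 months, their mean was 8.23 ± 0.16 (SD, *n* = 6) in *Chd8* V986*/+ and 7.88 ± 0.12 (SD, *n* = 6) in WT mice, a difference of +0.34 (exact *p* = 0.0043, adjusted *p* = 0.043), and 5 of 6 *Chd8* V986*/+ mice lay above all WT mice. Taken as the median over the 5 genes, the 12-month difference was +0.25 with an adjusted *p* of 0.41. The change of the genotype effect from E14.5 to 12 months was 0.61 (adjusted permutation *p* = 0.0024).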

Genes associated with focal adhesion were also reduced in *Chd8*^V986*/+^ cortical samples at E14.5 and then increased relative to WT samples at 12 months of age (cluster 2; Fig. 6, Supplementary Figure S3). These gene expression changes associated with clusters 1 and 2, combined with macrocephaly at birth, support a neurodevelopmental abnormality in *Chd8*^V986*/+^ mice.

**Fig. 6:**
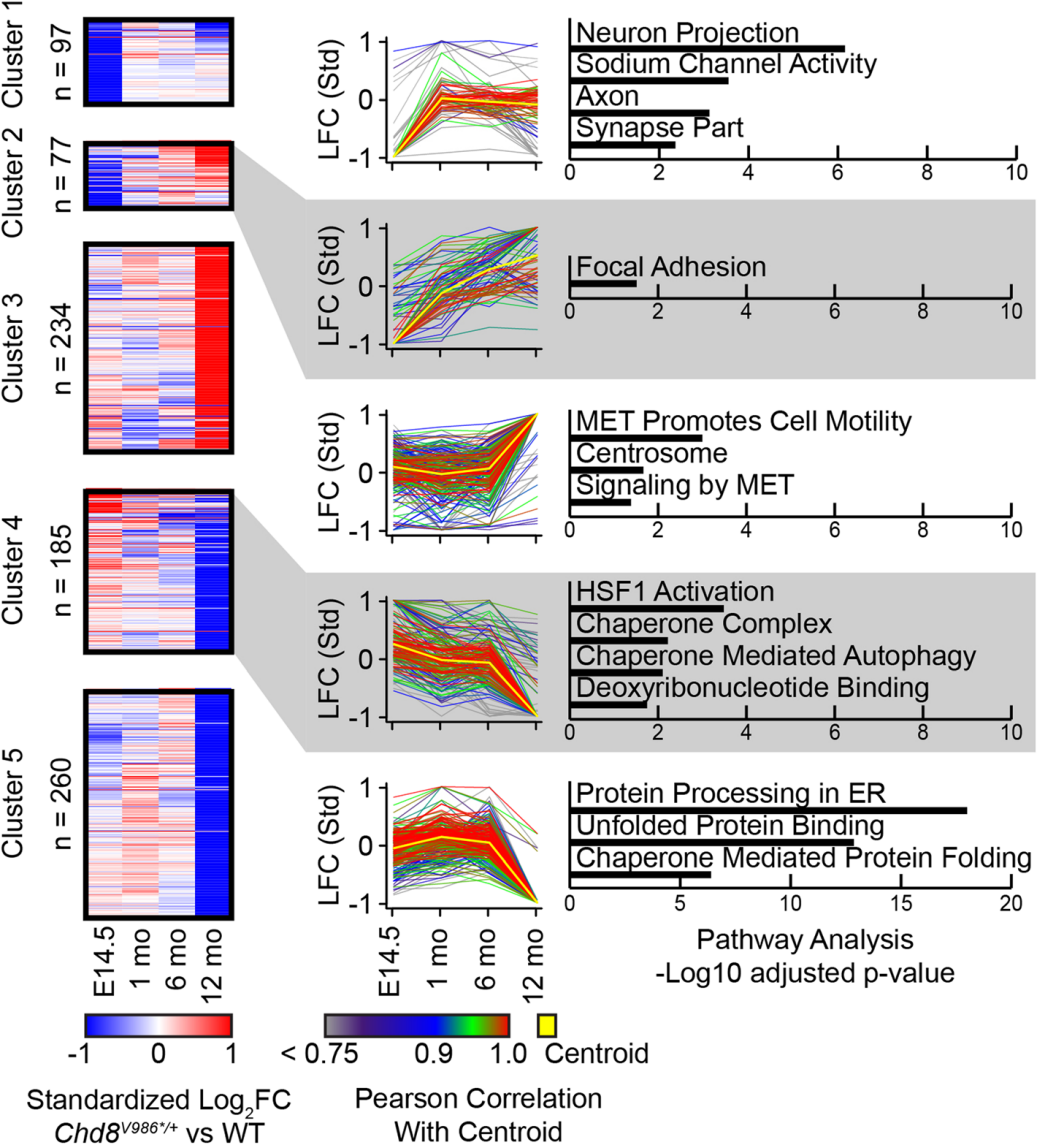
Clustering of differentially expressed genes by temporal patterns. (Left) Heatmaps show clustering of the union set of differentially expressed genes (*n* = 853 total), plotting standardized log_2_ fold-changes. (Middle) Line plots show the change in log_2_ fold-change over time for all genes in the cluster, colored by Pearson correlation to the centroid of the cluster. (Right) Barplots of the − log_10_ adjusted *p* value of selected pathways significantly associated with genes in each cluster

The largest number of differentially expressed genes was associated with clusters 3, 4, and 5, which showed pronounced changes in 12-month-old mice. 

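Among the 234 genes of cluster 3, 225 were higher in *Chd8* V986*/+ mice at 12 months, with a median log_2_ fold-change of 0.30, and 222 had an unadjusted *p* below 0.05. In cluster 4, 167 of 185 genes were lower, with a median of −0.19, and 147 had an unadjusted *p* below 0.05. In cluster 5, 258 of 260 genes were lower, with a median of −0.22, and 245 had an unadjusted *p* below 0.05. In the fit of the 12-month samples over all genes, 1, 3 and 2 genes of the 3 clusters passed the threshold. These were *Chd8* in cluster 3, *Aass*, *Abca8a* and *Cort* in cluster 4, and *Acer2* and *Dio3* in cluster 5, of which *Abca8a* and *Cort* are named only because of these values. In one fit of all 48 samples 170, 92 and 165 did. Adjusted within each list alone, 223, 157 and 255 genes passed, which shows no stability because the lists are the paper's calls on the same samples. At E14.5, 1 month and 6 months, the median log_2_ fold-change of each of these clusters lay between −0.02 and 0.06.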

Pathways associated with the unfolded protein response (UPR), endoplasmic reticulum (ER) stress, and chaperone-mediated protein folding were reduced in *Chd8*^V986*/+^ cortical samples relative to WT samples at 12 months of age (cluster 5, Fig. 6), all suggestive of impaired proteostasis and/or a blunted response to misfolded proteins.

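At 12 months, the 25 genes of protein processing in endoplasmic reticulum in cluster 5 had a mean VST expression of 11.47 ± 0.04 (SD, *n* = 6) in *Chd8* V986*/+ and 11.76 ± 0.21 (SD, *n* = 6) in WT mice, a difference of −0.29 (exact two-sided permutation test, *p* = 0.011). The 17 unfolded protein binding genes differed by −0.29 (exact *p* = 0.032), the 10 genes of chaperone-mediated protein folding by −0.40 (exact *p* = 0.045), the 12 genes of the response to unfolded protein by −0.37 (exact *p* = 0.019) and the 16 genes of the response to ER stress by −0.29 (exact *p* = 0.015). Adjusted over the 60 combinations tested, the 5 values were 0.091, 0.16, 0.19, 0.11 and 0.091. Each gene of the 5 sets was lower on average in *Chd8* V986*/+ mice. The SD between WT mice was 0.21 to 0.34 and that between *Chd8* V986*/+ mice 0.04 to 0.05. In protein processing genes, WT replicates 3 and 4, at 11.49 and 11.52, lay within the range of *Chd8* V986*/+ mice (11.43 to 11.52), and the other WT mice lay between 11.83 and 12.00. For protein processing genes, the adjusted *p* ranged from 0.029 with each gene standardized to 0.22 in a sign-flip test of the same-numbered pairs, with 0.17 after quantile normalization. A sign-flip test of 6 pairs cannot give less than 0.031. A few sets among 60 combinations thus cannot pass 0.05 after adjustment, and the 0.22 shows neither stability nor change. From the reduction of these pathways at 12 months, the paper proposes that proteostasis is impaired or that the response to misfolded proteins is blunted.

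**Figure D3:**
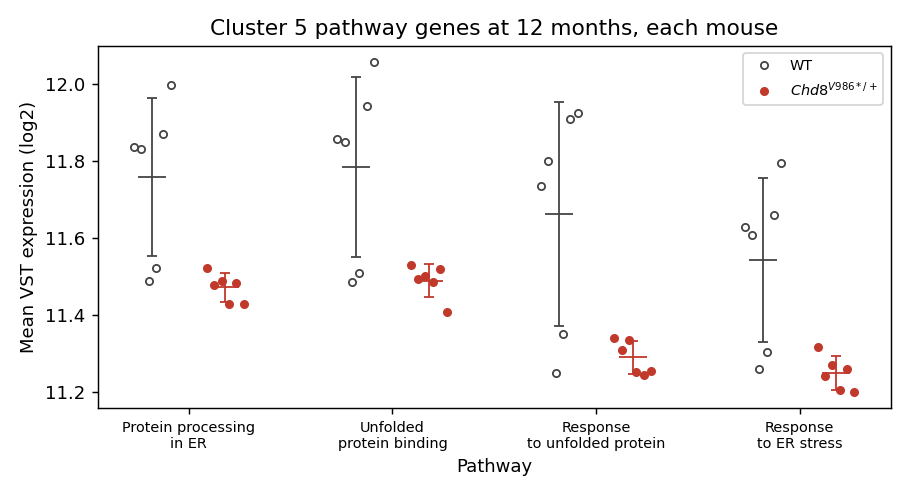
Mean VST expression (log_2_) at 12 months of the cluster 5 genes of protein processing in ER, unfolded protein binding, response to unfolded protein and response to ER stress, for each WT (open grey) and *Chd8* V986*/+ (filled red) mouse. Points are mice, bars are the mean ± SD of 6 mice, and in each set a pair of WT mice lies near the *Chd8* V986*/+ mice.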

ER stress triggers the activation of the mammalian target of rapamycin complex 1 (mTORC1), which can be monitored by phosphorylation of ribosomal protein S6 (phospho-S6) [39–41]. We then stained for phospho-S6 in brain sections from 12-month-old WT and *Chd8*^V986*/+^ mice. Phospho-S6 staining was significantly reduced, particularly in piriform cortex (Fig. 7), consistent with reduced ER stress in *Chd8*^V986*/+^ cortical samples. mTORC1 also activates the inositol-requiring enzyme 1 (IRE1) signaling pathway that cleaves X-box binding protein 1 (XBP1) mRNA, which translocates to the nucleus to upregulate target genes. 

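*Xbp1*, on chromosome 11 from 5420662 to 5425896, had a VST expression of 10.75 ± 0.08 (SD, *n* = 6) in *Chd8* V986*/+ and 11.08 ± 0.23 (SD, *n* = 6) in WT mice at 12 months. Its log_2_ fold-change was −0.33 (standard error 0.09, limma adjp = 0.21), and 3 of 6 *Chd8* V986*/+ mice lay below all WT mice (exact two-sided permutation test on the single gene, *p* = 0.011). Its limma adjp was 0.098 in one fit of all 48 samples.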

Aged *Chd8*^V986*/+^ mice showed decreased XBP1 expression (cluster 5, Fig. 6, Supplementary Figure S4), consistent with reduced mTORC1 and IRE1 pathway activation.

**Fig. 7:**
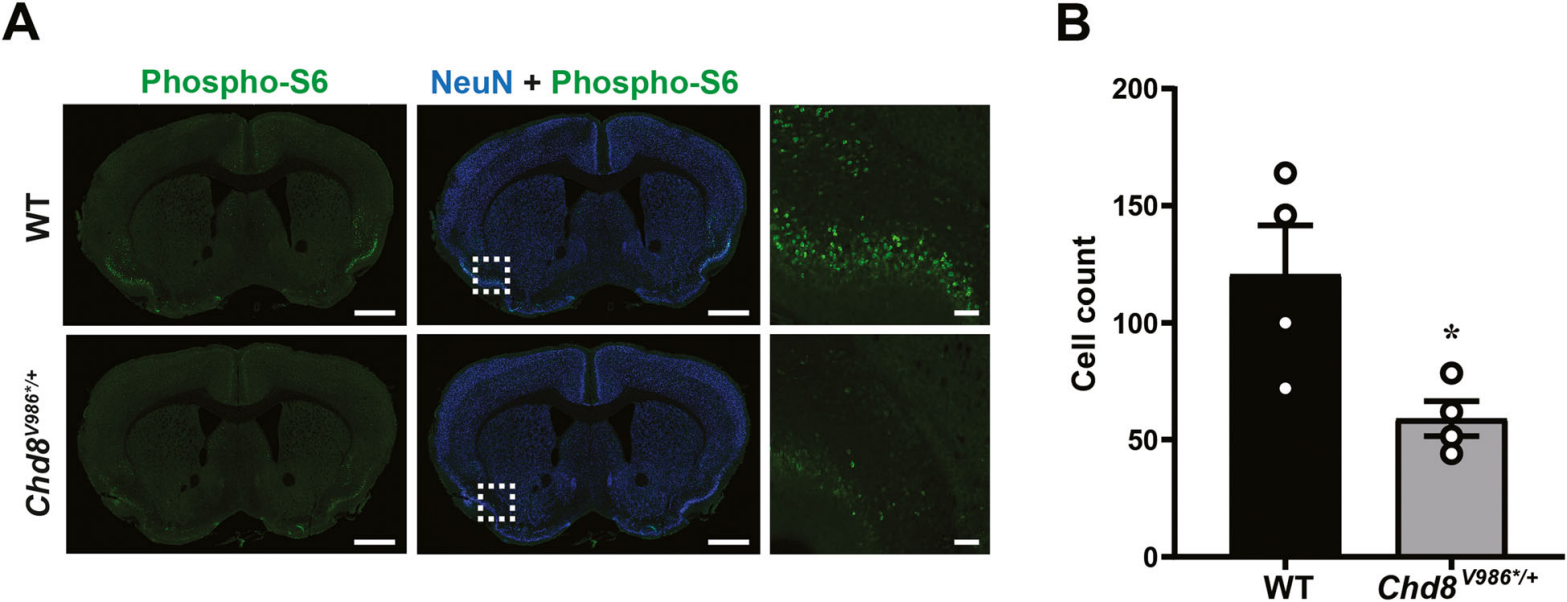
Reduced phospho-S6 immunostaining in the piriform cortex of aged *Chd8*^V986*/+^ mice. **a** Immunohistochemistry of NeuN (blue) and phospho-S6 (green) in 12-month-old mice and **b** quantification of phospho-S6-positive cells. Each data point indicates the average of two 500 × 500 pixel representative regions of the piriform cortex ± S.E.M. with 4 male mice per genotype. Scale bar (left and middle panels) = 1 mm, (right panels) = 100 μm. *p < 0.05

Proteostasis is also maintained in the cytosol and nucleus via activation of the heat shock response pathway [42]. 

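The 4 genes of HSF1 activation in cluster 4 are *Hsp90ab1*, *Hsp90aa1*, *Ywhae* and *Eef1a1*. At 12 months, their mean VST expression was 14.69 ± 0.04 (SD, *n* = 6) in *Chd8* V986*/+ and 14.90 ± 0.12 (SD, *n* = 6) in WT mice, a difference of −0.21, with all *Chd8* V986*/+ mice below all WT mice (exact two-sided permutation test, *p* = 0.0022, adjusted *p* = 0.032). The 4 chaperone complex genes, *Hsp90ab1*, *Cct5*, *Cct7* and *Stip1*, were at 12.75 ± 0.04 (SD, *n* = 6) in *Chd8* V986*/+ and 13.02 ± 0.20 (SD, *n* = 6) in WT mice, a difference of −0.27 (exact *p* = 0.0043, adjusted *p* = 0.043), and 5 of 6 *Chd8* V986*/+ mice lay below all WT mice. The 4 genes of chaperone mediated autophagy, *Hsp90ab1*, *Hsp90aa1*, *Plin3* and *Eef1a1*, differed by −0.28 (exact *p* = 0.0022, adjusted *p* = 0.032), so that *Hsp90ab1* is in all 3 sets. This last set was also lower at 6 months by 0.11 (exact *p* = 0.015, adjusted *p* = 0.091, lower in 6 of 6 same-numbered pairs) and at 1 month by 0.08 (exact *p* = 0.043, adjusted *p* = 0.19), and it differed by −0.02 at E14.5 (exact *p* = 0.64). With quantile normalization between samples, the adjusted *p* of the 3 sets was 0.17, 0.19 and 0.097. The largest single decreases were those of *Stip1* (−0.39, standard error 0.12, limma adjp = 0.28) and *Plin3* (−0.38, standard error 0.11, limma adjp = 0.26).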

We found that genes associated with heat shock factor 1 (HSF1) signaling and chaperone function were reduced in 12-month-old *Chd8*^V986*/+^ samples (cluster 4, Fig. 6). Additionally, genes associated with c-MET signaling pathways were upregulated in *Chd8*^V986*/+^ samples (cluster 3, Fig. 6), as would be expected if the ER stress response was reduced [43, 44]. 

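The 6 genes that the paper's pathway analysis lists both for MET promotes cell motility and for signaling by MET are *Col11a2*, *Col27a1*, *Itga2*, *Itga3*, *Lama3* and *Lama5*. At 12 months, their mean VST expression was 7.49 ± 0.15 (SD, *n* = 6) in *Chd8* V986*/+ and 6.98 ± 0.29 (SD, *n* = 6) in WT mice, a difference of +0.51, with all *Chd8* V986*/+ mice above all WT mice (exact two-sided permutation test, *p* = 0.0022, adjusted *p* = 0.032). The single genes rose by 0.29 (*Itga3*) to 0.85 (*Itga2*), with limma adjp from 0.23 to 0.29. *Itga2* had a WT mean of 2.37, near the floor of the scale, so the size of its change is uncertain. The 16 centrosome genes of cluster 3 differed by +0.32, again without overlap (exact *p* = 0.0022, adjusted *p* = 0.032). With quantile normalization between samples, the adjusted *p* of both sets was 0.087. The *Met* gene is not among the 6 genes of the MET sets.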

Collectively, our data suggest that protein homeostasis is impaired in aged *Chd8*^V986*/+^ brain samples. Our approach to study phenotypes longitudinally across the first year of life uncovered distinct molecular pathways that are abnormal in the brain of embryonic and older adult *Chd8*^V986*/+^ mice.

## Discussion

We generated a new *Chd8* mutant mouse line with 50% less CHD8 protein in the brain, allowing us to evaluate behavioral and brain transcriptomic consequences of *Chd8* haploinsufficiency throughout life. Our data reproduce and extend a role for CHD8 in brain development [15, 16, 19, 20] and further indicate that macrocephaly at birth is a common phenotype in almost all *Chd8* mutant mouse lines (Table 2). Likewise, macrocephaly is commonly observed in humans carrying disruptive *CHD8* mutations [10, 14, 21]. 

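The genotype effect on the 25 protein processing genes at 12 months differed from that at E14.5 by −0.29, from that at 1 month by −0.33 and from that at 6 months by −0.31 log_2_ units. With the age labels permuted within genotype, the *p* values were 0.0057, 0.0020 and 0.0072, and 0.010, 0.0050 and 0.011 after adjustment over the 21 tests of this kind. For unfolded protein binding genes, the corresponding differences were −0.31, −0.35 and −0.33 (adjusted permutation *p* = 0.0094, 0.0050 and 0.011). Taken as the median over genes, the protein processing difference between 12 months and E14.5 was −0.15 (permutation *p* = 0.062). Before 12 months, the protein processing genes differed between genotypes by 0.0004 at E14.5, 0.04 at 1 month and 0.03 at 6 months. Both gene sets are the paper's calls on the same samples, grouped by their fold-changes over age. The tests between ages are thus not independent of that choice.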

By evaluating age as a variable, we also found that genes associated with UPR/ER stress were reduced exclusively in aged *Chd8*^V986*/+^ mice. These data suggest that *Chd8* haploinsufficiency impairs proteostasis later in life and/or that normal age-related responses to misfolded proteins are blunted in *Chd8*^V986*/+^ mice [45]. While transcriptomic analyses in post-mortem human brain samples revealed signs of neuroimmune activation in about half of all individuals with ASD [25, 26], our data does not suggest an increase in immune-related gene expression in aged *Chd8*^V986*/+^ mice. 

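The mean VST expression of 35 immune genes (microglia, complement, antigen presentation, interferon and cytokine genes, listed before the values were seen) was 7.57 ± 0.07 (SD, *n* = 6) in *Chd8* V986*/+ and 7.58 ± 0.16 (SD, *n* = 6) in WT mice at 12 months, a difference of −0.01 (exact two-sided permutation test, *p* = 0.88). Taken as the median over the genes, the difference was +0.19 (exact *p* = 0.15). At E14.5, 1 month and 6 months, the differences of the means were −0.05 (exact *p* = 0.43), −0.13 (exact *p* = 0.063) and +0.04 (exact *p* = 0.50). In same-numbered pairs, the means were lower in 6 of 6 pairs at E14.5 (exact sign-flip *p* = 0.031, the smallest that 6 pairs can give) and in 5 of 6 at 1 month (*p* = 0.094), and the median over the genes at E14.5 differed by +0.08 (exact *p* = 0.45).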

*Chd8* haploinsufficiency may simply not trigger neuroimmune activation at any age. Alternatively, it may be necessary to examine *Chd8*^V986*/+^ mice beyond 1 year of age, or it may be necessary to couple *Chd8* haploinsufficiency with an immune-targeting environmental insult in the prenatal period [46, 47].

**Table 2:** Summary of phenotypes in *Chd8* haploinsufficient mouse lines

	This study	Platt et al.	Katayama et al.	Gompers et al.	Suetterlin et al.	Jung et al.
Age range tested (weeks)	25–52	10–14	13–17	8–16	9–12	8–14
Body weight	Decrease (25 weeks)	Decrease (10 weeks)	No change (9 weeks)	No change	Decrease (5 weeks)	No change (3 weeks)
Brain weight or volume at birth	Increase	X	Increase	Increase	Increase	X
Pup survival, reared by *Chd8* mutant dams	Reduced	X	X	X	X	X
Elevated plus maze						
% open arm time	No change	X	Decrease	X	X	No change
Open field						
Total distance	No change	Decrease	No change	No change	Decrease	Decrease
Rearing	Decrease	X	X	X	X	X
Center time	Decrease	Decrease	Decrease	X	No change	Decrease
Three chamber test						
Sociability	No change	No change	No change	No change	Increase	No change
Novelty preference	Increase	Decrease	Decrease	X	X	No change
Entries	No change	No change	X	No change	X	X
Marble-bury assay	No change	No change	X	No change	Decrease	No change
Acoustic startle						
Amplitude	No change	X	Decrease	X	X	X
Prepulse inhibition	No change	X	Increase	X	X	No change
Olfactory test	No change	X	X	X	X	No change

*X* indicates not conducted or not reported. Consult the indicated references for details as methodological differences may affect or limit comparisons between studies

Intriguingly, we found that very few differentially expressed genes were shared across other *Chd8* mouse models, even when comparing similar ages (Supplementary Figure S5, Supplementary Data File 5). *Chd8* was significantly downregulated in more studies than any other gene (Supplementary Figure S5A, column 102). *Chd8* was not significantly downregulated in the Gompers E14.5 time point and in all of the Katayama study time points (curiously, *Chd8* was significantly upregulated in the Katayama E10.5 and E12.5 time points (Supplementary Figure S5A, column 10)). There was limited statistically significant overlap between the differentially expressed genes in this study and those from previous studies (Supplementary Figure S5C). The most significant overlaps were with the E14.5 upregulated genes in the Katayama and Suetterlin studies. We can only speculate as to why greater transcriptomic overlap with other studies was not observed. We rigorously controlled for batch effects and deeply sequenced six biological replicates per genotype per time point. As is well-known, batch effects, shallow sequencing depth, and small sample size can all negatively impact the statistical significance and reproducibility of RNA-seq-based analyses.

Although social deficits are most often associated with autism-like behavior phenotypes, there is growing evidence that hypersociability can also be observed in mouse models of neurodevelopmental disorders [48]. We found that *Chd8*^V986*/+^ mice spent greater time investigating a new stranger (Fig. 5). Additionally, *Chd8*^V986*/+^ mice show higher levels of tube co-occupancy compared to WT mice (Supplementary Figure S1), suggestive of greater interest in maintaining close physical proximity to other mice [29]. Other studies with *Chd8* mouse models reported higher levels of sociability in a three-chamber test [19] or increased duration of social contacts in tests of direct social interaction [16, 18, 19], although not all results have been consistent (Table 2). Inhibitory processes regulating the social approach may thus be disabled or impaired in *Chd8* mutant mice. We also found that pup survival was reduced when reared by *Chd8*^V986*/+^ dams. This phenotype has not previously been reported and suggests *Chd8* mutant dams are less capable of detecting and/or responding to social and non-social cues from the pups. The inferior nurturing ability of *Chd8* mutant dams could also be explained by low lactational yield and/or poor milk quality leading to malnourished pups. A direct evaluation of maternal behaviors is warranted in future studies. Since behavioral phenotypes worsened with age, our work indicates it might be possible to unmask phenotypes by using older mice with other loss-of-function mutations in *Chd8*, and possibly in mice with mutations in other high confidence ASD genes.

*Chd8*^V986*/+^ mice showed less rearing in the open field and spent less time in the center of the open field (Fig. 4). This behavioral difference in the open field could be explained by an increase in anxiety, as significant differences were observed shortly after introducing the mice to the testing chamber. Differences in behavior persisted after prolonged exposure to the open field, which may be suggestive of a reduction in exploration and locomotion. The elevated plus maze did not reveal any evidence for general anxiety phenotypes in *Chd8*^V986*/+^ mice (Table 1), further suggesting the interpretation of reduced activity and exploratory behavior from the open field. However, individuals with ASD often report increased anxiety, including patients with truncating mutations in CHD8 [9]. Nearly all *Chd8* haploinsufficient mouse lines studied to date show similar phenotypes in the open-field test (Table 2). Increased anxiety-like behaviors are also frequently detected in other mouse models of ASD [18, 49].

Homeostatic mechanisms maintain an appropriate level of neuronal activity despite ongoing challenges to neural networks [50]. These mechanisms are important for defining the mature constellation of ion channels and synaptic receptors that regulate neuronal function. Our RNA sequencing data shows that the embryonic (E14.5) *Chd8*^V986*/+^ cerebral cortex has altered expression of genes related to the maintenance of excitatory-inhibitory balance (Fig. 6, cluster 1), a common neurobiological feature of ASD. Moreover, embryonic brain knockdown of *Chd8* disrupted axon projections and delayed neuronal migration in mice and, like we found with synaptic gene expression (cluster 1), these phenotypes recovered shortly after birth [38]. 

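In the fit of the E14.5 samples, 94 of the 97 genes of cluster 1 passed the filter on low values. Of these, 88 were lower in *Chd8* V986*/+ mice, with a median log_2_ fold-change of −0.38, and 51 had an unadjusted *p* below 0.05. Of the 94 genes, 0 passed the threshold over all genes, 23 did in one fit of all 48 samples, and 61 did when adjusted within the list alone, which is the paper's own. With the mean of the midbrain, hindbrain and spinal cord markers as a covariate beside genotype, the median shrank by 58.5%. In that model, 79 genes were lower and 15 higher.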

Reduced synaptogenesis and/or axon development during the embryonic period has the potential to alter network function later in life [51].

Cell adhesion molecules play a critical role in synapse development and mutations in some of these genes increase the risk for ASD [52]. Our transcriptomic data suggest that genes associated with focal adhesion pathways are downregulated at E14.5, further suggesting that synaptogenesis or neuronal maturation may be impaired. 

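The focal adhesion set of *Col9a2*, *Parva*, *Thbs2*, *Tnc* and *Vav3* differed between *Chd8* V986*/+ and WT mice by −0.11 at 1 month (exact two-sided permutation test, *p* = 0.17) and by +0.18 at 6 months (exact *p* = 0.013, adjusted *p* = 0.091), where 5 of 6 *Chd8* V986*/+ mice lay above all WT mice. At 12 months, the single genes had log_2_ fold-changes of 0.64 (*Tnc*), 0.49 (*Thbs2*), 0.36 (*Col9a2*), 0.26 (*Parva*) and −0.03 (*Vav3*), with limma adjp from 0.21 to 0.95. The change of the genotype effect was 0.45 from 1 to 12 months (adjusted permutation *p* = 0.0024) and 0.16 from 6 to 12 months (adjusted permutation *p* = 0.13).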

A subset of these focal adhesion genes gradually increases above WT levels by 12 months (Fig. 6, cluster 2). 

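At 12 months, 62 of the 97 cluster 1 genes were lower in *Chd8* V986*/+ mice, with a median log_2_ fold-change of −0.06. Of the 97 genes, 31 had an unadjusted *p* below 0.05, 0 passed the threshold over all genes, and 11 did in one fit of all 48 samples. The 16 synapse part genes were split at that age, 9 lower and 7 higher.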

The reason for this age-associated increase is unclear, but could compensate for the subset of synapse associated genes that are downregulated at the 12-month time point (Fig. 6, cluster 1).

The UPR upregulates three distinct transcription factors. The protein kinase-like ER kinase (PERK)-EIF2α pathway selectively induces activating transcription factor 4 (ATF4), thereby enhancing the expression of pro-apoptotic genes [39, 40]. ER stress also induces cleavage of activating transcription factor 6 (ATF6) which results in transcription of ER chaperones, including a 78-kDa glucose-regulated protein (GRP78) [39, 40]. Lastly, UPR induces activation of mTORC1, which can be monitored by phospho-S6 [39–41]. 

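At 12 months, *Atf4* had a VST expression of 11.45 ± 0.07 (SD, *n* = 6) in *Chd8* V986*/+ and 11.63 ± 0.11 (SD, *n* = 6) in WT mice. Its log_2_ fold-change was −0.17 (standard error 0.06, limma adjp = 0.29), and 3 of 6 *Chd8* V986*/+ mice lay below all WT mice (exact two-sided permutation test on the single gene, *p* = 0.011). *Hspa5* was at 12.55 ± 0.06 (SD, *n* = 6) in *Chd8* V986*/+ and 13.10 ± 0.49 (SD, *n* = 6) in WT mice, a log_2_ fold-change of −0.54 (standard error 0.16, limma adjp = 0.26), with no *Chd8* V986*/+ mouse below all WT mice (exact *p* = 0.056). The limma adjp was 0.099 for *Atf4* and 0.081 for *Hspa5* in one fit of all 48 samples.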

We found that expression of *Atf4* and the GRP78 gene *Hspa5* were reduced in 12-month-old *Chd8*^V986*/+^ mice (*Atf4* and *Hspa5* log_2_ fold-change = − 0.17 and − 0.61 and adjp = 0.069 and 0.019, respectively), and phospho-S6 levels were reduced in 12-month-old *Chd8*^V986*/+^ mice (Fig. 7), all consistent with reduced UPR. Moreover, mTORC1 activates the IRE1 signaling pathway that cleaves XBP1 mRNA, resulting in the induction of ER chaperones that reinforce ER folding capacity [39–41]. 

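The log_2_ fold-change of *Xbp1* was −0.05 at E14.5, −0.02 at 1 month and +0.07 at 6 months, with limma adjp of 0.99, 0.98 and 0.91. The 12-month fold-change lay between −0.40 and −0.28 when each mouse was left out in turn, with limma adjp between 0.040 and 0.42.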

Expression of *Xbp1* was reduced in 12-month-old *Chd8*^V986*/+^ samples (log_2_ fold-change = − 0.35, adjp = 0.059), further suggesting UPR is reduced in aged *Chd8* mutants. It should be emphasized that the change in expression of *Xbp1* was trending toward significance, and the magnitude of this reduction was relatively small. Future studies are warranted to determine if UPR genes are reduced to a greater extent in *Chd8* mutants older than 1 year of age.

c-MET is the receptor for a hepatocyte growth factor (HGF), and c-MET receptor signaling is associated with a cellular stress response. ER stress induced by thapsigargin significantly downregulated c-MET in liver cells [53]. In hepatocellular carcinoma cells, ER stress resulted in a reduction of the protein and phosphorylation levels of p145 MET (c-MET tyrosine kinase B subunit) [43]. Furthermore, c-MET paracrine signaling mitigated ER-stress-induced damage in the renal cortex of animals exposed to a high-fat diet [54]. Lastly, c-MET must be N-glycosylated to function [44]. ER stress is known to reduce N-linked glycosylation of proteins [55, 56]. Increased c-MET signaling in *Chd8*^V986*/+^ mice (Fig. 6, cluster 3), which is predicted to occur if glycosylation is enhanced, further supports reduced ER stress and a reduced UPR response in aged *Chd8* mutant mice. Of possible relevance, mutations in c-MET are also associated with ASD risk in humans and with deficits in synaptic connectivity [57–60].

It is unclear if CHD8 regulates expression of ER stress genes directly, or if CHD8 indirectly affects the expression of ER stress genes, such as via neurodevelopmental downregulation of synaptic genes. Whether these late onset transcriptomic changes reflect cumulative damage caused by *Chd8* haploinsufficiency throughout life or reflect changes caused by *Chd8* haploinsufficiency in adulthood will require further study with conditional knockout mice.

## Limitations

Several limitations should be considered while interpreting the results of our study. It is unclear whether the transcriptional changes observed with age in *Chd8*^V986*/+^ mice reflect a direct effect of CHD8-regulated gene expression or if CHD8 indirectly affects the expression of UPR/ER stress genes in adult mice as a consequence of neurodevelopmental abnormalities. Conditional knockout of *Chd8* in adult mice and genetic rescue experiments will be important to validate genotype-transcriptional profiling correlations; although conditional knockout studies do not genetically model lifelong *CHD8* haploinsufficiency in humans. Additionally, most gene expression changes were of small magnitude, consistent with prior transcriptomic studies of *Chd8* mutant mice, necessitating that pathway and network analyses be utilized to understand how *Chd8* haploinsufficiency affects the brain. 

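The median absolute log_2_ fold-change of the differentially expressed genes was 0.33 at 1 month (24 genes), 0.30 at 6 months (16 genes) and 0.59 at 12 months (8 genes), and the single gene at E14.5, *Chd8*, changed by 0.63 in size. One fit of all 48 samples, as an alternative chosen after seeing the values, called more genes with smaller changes at E14.5 and 12 months, with medians of 0.37 and 0.29. In that fit, 7 of 93 genes at E14.5 and 7 of 520 genes at 12 months had an absolute log_2_ fold-change above 1. In a test on simulated values with known changes, a change of 0.5 was recovered in 64 to 79% of genes and a change of 1 in 87 to 95%. Smaller changes were not simulated.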

No protein level validation was performed outside of CHD8 itself, thus correlating significant gene expression changes with protein levels requires further investigation. Lastly, our studies were focused on male mice because most humans with *CHD8* mutations are male. Future studies could be performed to evaluate whether similar brain transcriptomic and behavioral abnormalities present in embryonic and aged female *Chd8* haploinsufficient mice.

## Conclusions

Our study highlights the importance of evaluating the brain and behavioral phenotypes in *Chd8* mutant mice across the lifespan. While our study is focused on *Chd8*, our work suggests it may be important to study other ASD model mice across the lifespan, to evaluate the extent to which early neurodevelopmental deficits cause cascading brain and behavioral abnormalities later in life.

## Supplementary information

**Additional file 1.** Supplementary Data File 1: Sample and read depth

**Additional file 2.** Supplementary Data File 2: Differentially expressed genes at each age

**Additional file 3:.** Supplementary Data File 3: The full lists of genes in each cluster

**Additional file 4.** Supplementary Data File 4: Gene ontology/pathway analyses

**Additional file 5.** Supplementary Data File 5: Very few differentially expressed genes shared across other Chd8 mouse models, even when comparing similar ages

**Additional file 6.** Supplemental Information

## Data Availability

The sequencing data generated during this study are available at GEO under accession GSE142208.

## Abbreviations

ASD: Autism spectrum disorder
ATF4: Activating transcription factor
ATF6: Activating transcription factor 6
*CHD8*: Chromodomain helicase DNA-binding protein 8
E14.5: Embryonic day 14.5
ER: Endoplasmic reticulum
GRP78: 78-kDA glucose-regulated protein
HGF: Hepatocyte growth factor
HSF1: Heat shock factor 1
IRE1: Inositol-requiring enzyme
mTORC1: Mammalian target of rapamycin complex 1
PERK: Protein kinase-like ER kinase
phospho-S6: Ribosomal protein S6
UPR: Unfolded protein response
WT: Wild-type
XBP1: X-box binding protein 1

# Supplementary material for: Chd8 haploinsufficiency impairs early brain development and protein homeostasis later in life
**Source:** Mol Autism. 2020 Oct 5;11:74. doi: 10.1186/s13229-020-00369-8
**Supplement:** Supplementary file 6 — Additional file 6. Supplemental Information

**Supplementary Information** (Jiménez et al.)

**Supplementary Figure 1.** Percentage of mouse stranger dyad samples showing tube co-occupancy (Co-occ.), single occupancy (Single), and no occupancy (vacant), sampled every 2 minutes over a 60 minute observation period. Data represents means ± S.E.M. of 12 WT and 10 *Chd8^V986*/+^* dyads. Equal numbers of male and female dyads were tested. *, p < 0.05.

**Supplementary Figure 2**. Boxplots of *Chd8* expression by age for WT and *Chd8^V986*/+^* mice. Points indicate expression values for individual samples. FDR adjusted p-value (WT versus *Chd8^V986*/+^*) is shown for each time point.

**Supplementary Figure 3**. Plots show the mean expression (across replicates) of all genes associated with the pathways shown in Figure 5. Shaded areas are +/- one standard deviation between replicates. Data from WT and *Chd8^V986*/+^* samples are plotted separately.

**Supplementary Figure 4**. Boxplots of *Xbp1* expression by age for WT and *Chd8^V986*/+^* mice. *. Points indicate expression values for individual samples. FDR adjusted p-value (WT versus *Chd8^V986*/+^*) is shown for each time point.

**Supplementary Figure 5.** Differentially expressed (A) down regulated and (B) up regulated genes that are unique (single black dot) to a single *Chd8* mouse model or shared (black dots connected by lines) between one or more *Chd8* mouse models. The number of genes is shown above each bar. The age at which samples were collected is indicated. The FDR adjusted p-value of the overlap of up and down regulated genes by time point between this study’s model, and the other models is shown in (C).

**Supplementary Data File 1.** Read depth (reads passing filtering parameters that aligned to the reference genome) for each sample.

**Supplementary Data File 2**. Normalized expression and differential expression testing (WT versus *Chd8^V986*/+^*) results for all genes in E14.5, 1, 6, and 12 month cortical samples.

**Supplementary Data File 3**. Genes in Clusters 1-5.

**Supplementary Data File 4**. Functional pathways that are significantly enriched in Clusters 1-5. Pathway sources: Kyoto Encyclopedia of Genes and Genomes (KEGG), Gene Ontology:Biological Process (GO:BP), Gene Ontology:Molecular Function (GO:MF), Gene Ontology:Cellular Component (GO:CC), Reactome (REAC).

**Supplementary Data File 5.** List of differentially expressed genes that are unique or shared between one or more *Chd8* mouse models. The numbers in this data file correspond to the numbers shown in Supplementary Figure 5 for up regulated (up) and down regulated (down) genes.

**Supplementary Figure 1.**

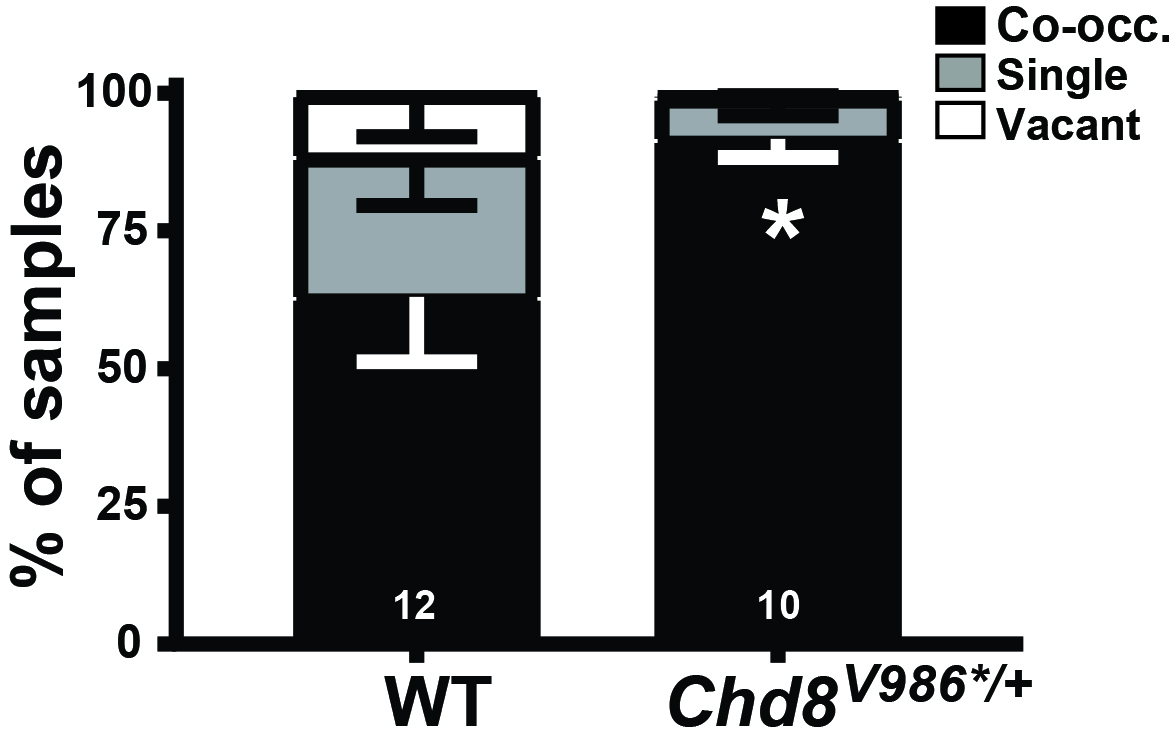

**Supplementary Figure 2.**

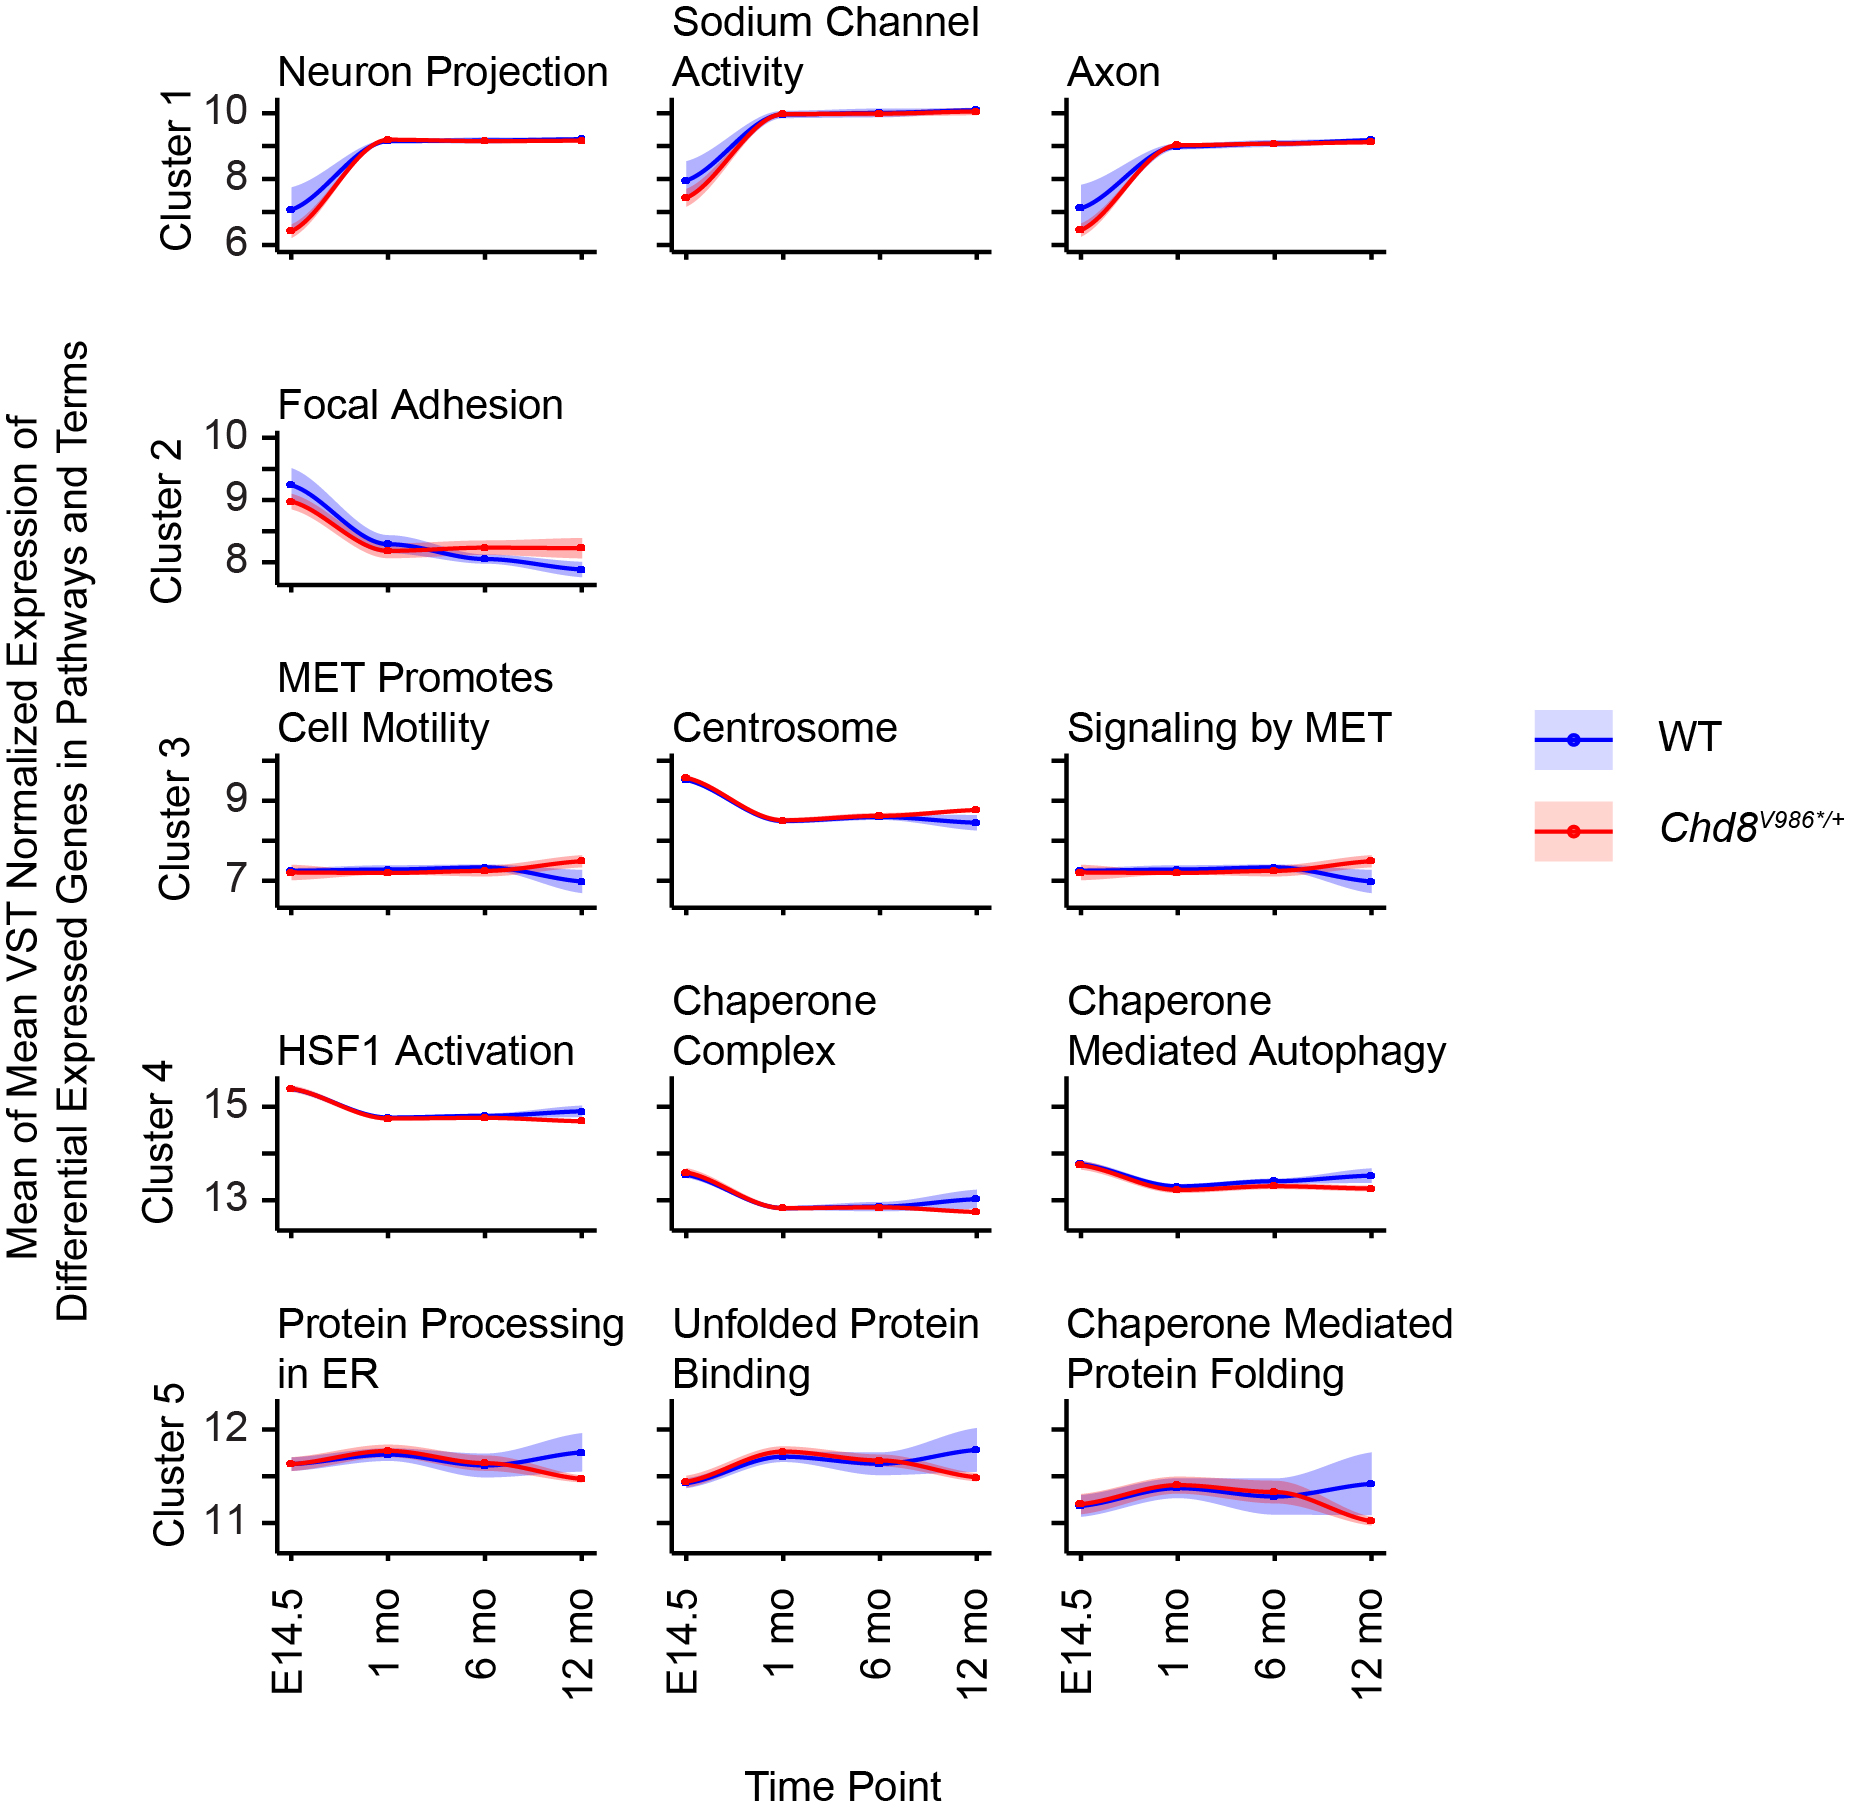
**Supplementary Figure 3.**

**Supplementary Figure 4.**

**Supplementary Figure 5.**

**
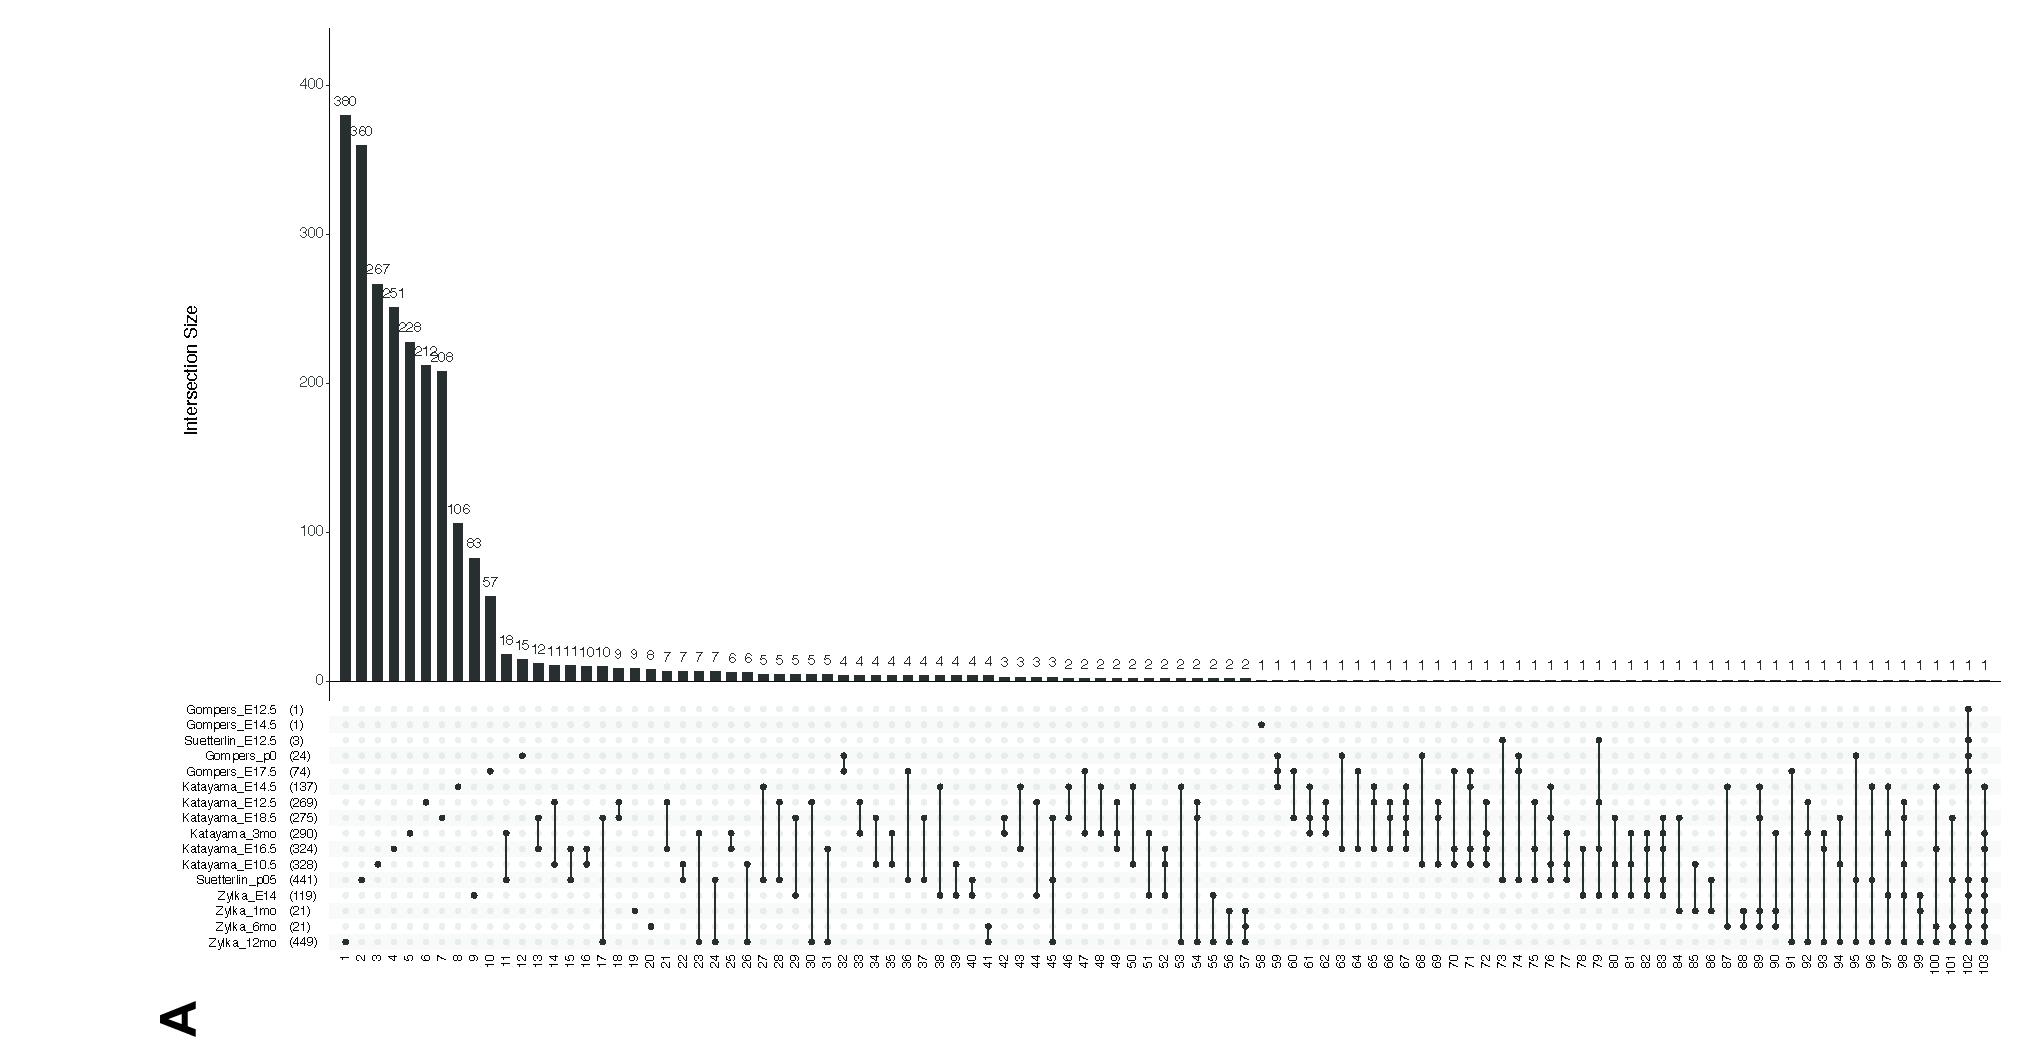
**

**
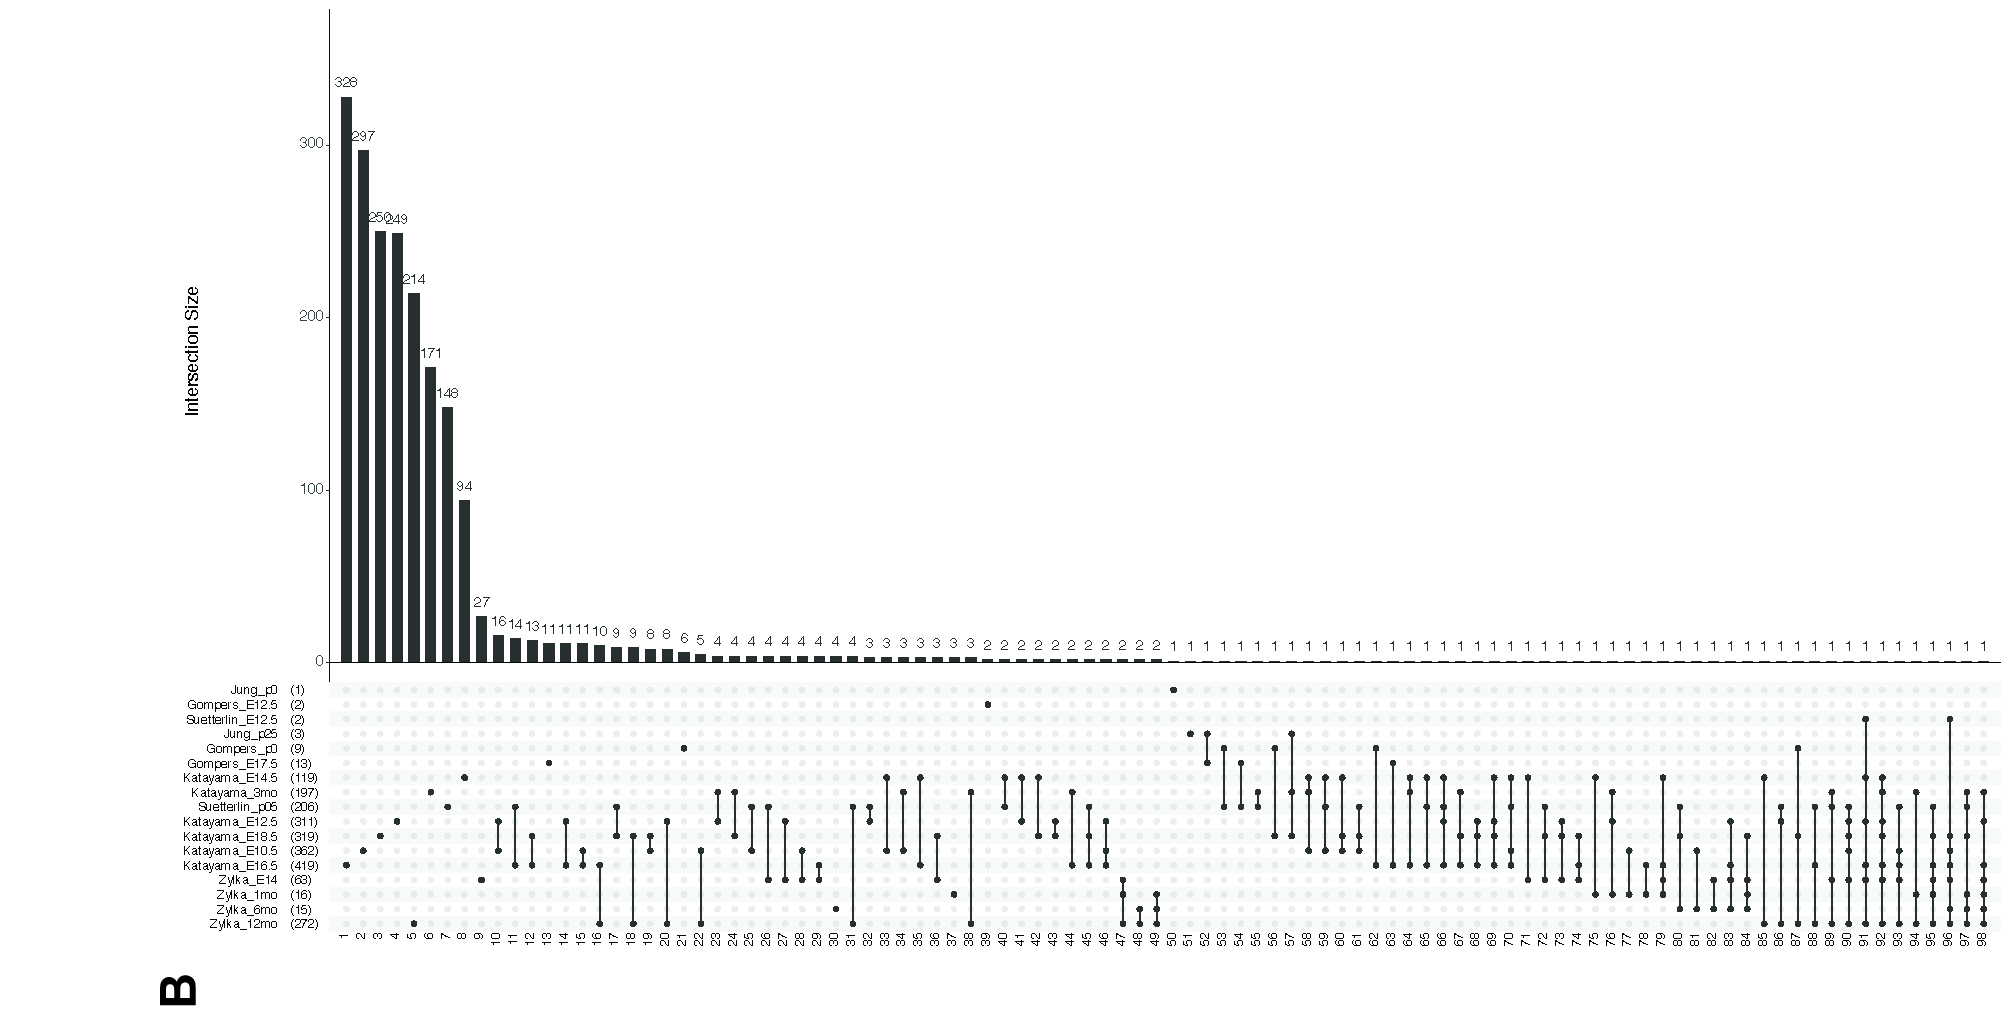
**

**
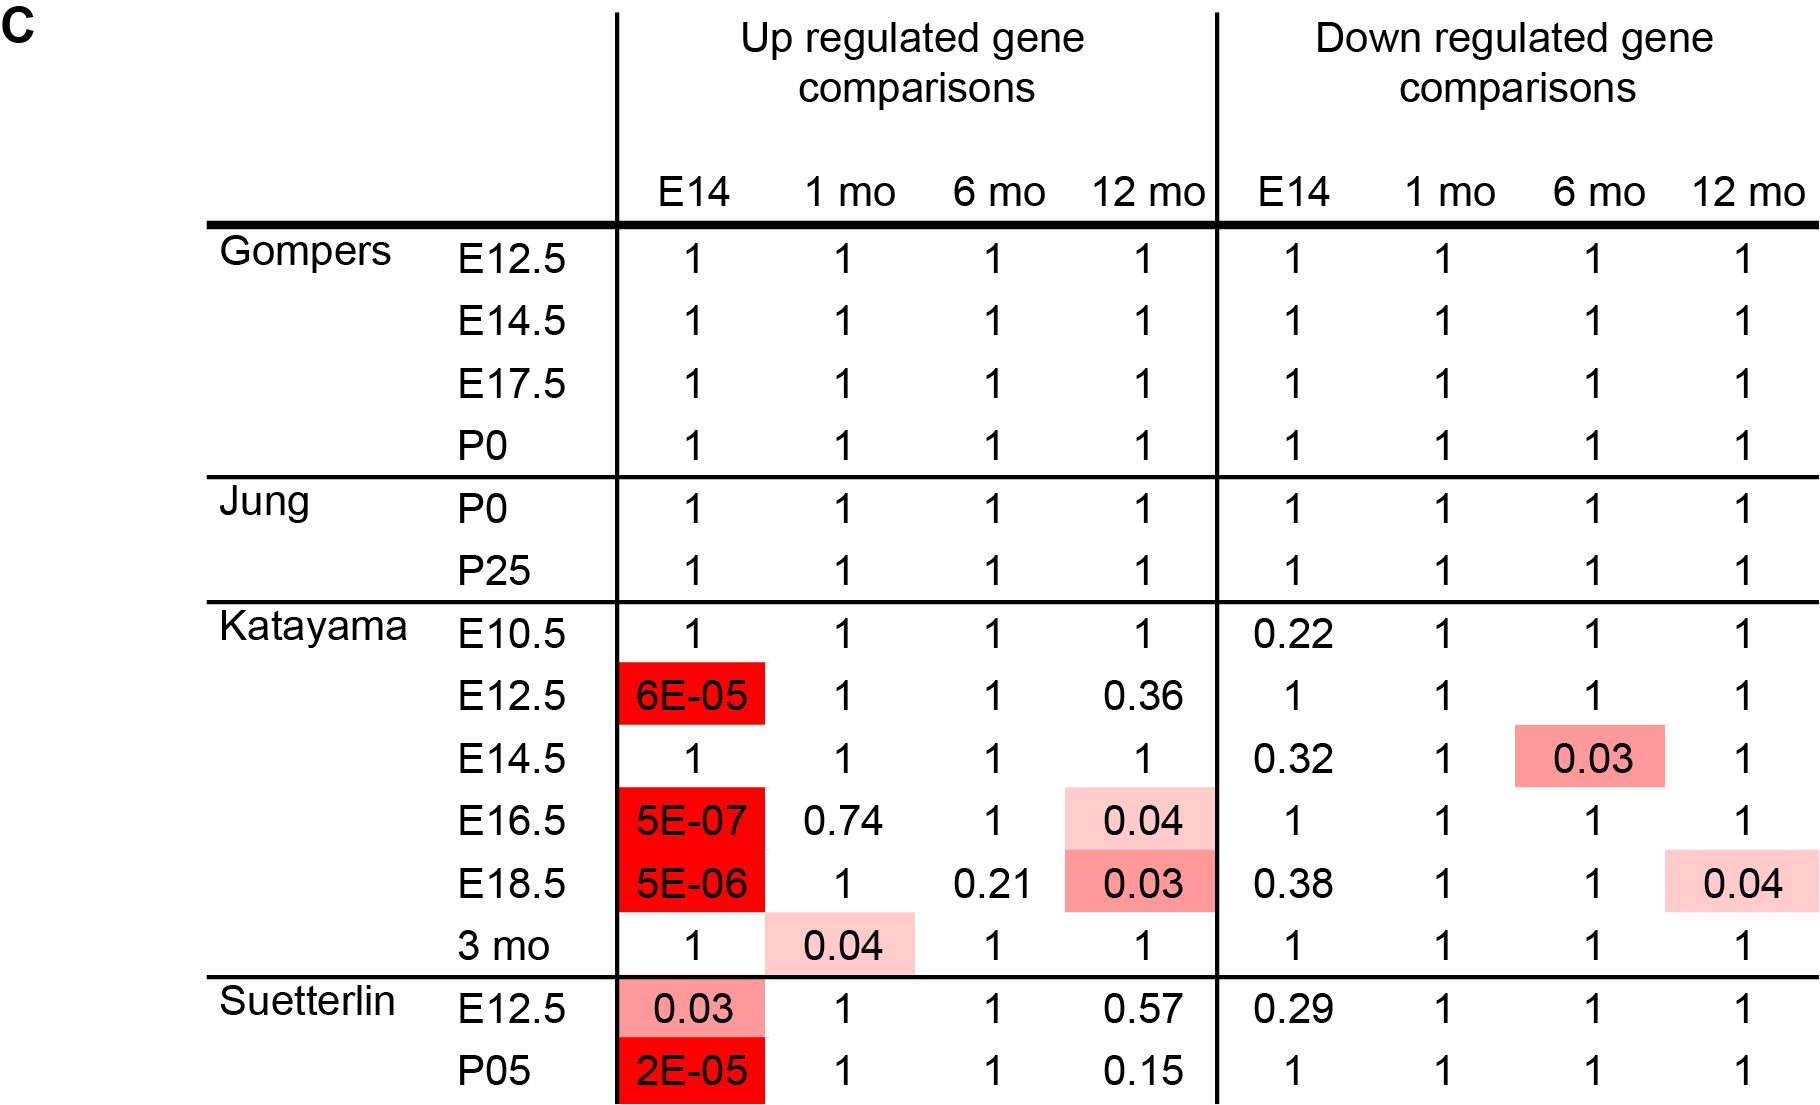
**

How the deposited data were processed for this re-analysis (not part of the article)

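The cerebral cortex of 48 male mice, 6 WT and 6 *Chd8* V986*/+ mice at each of E14.5, 1 month, 6 months and 12 months, was analysed by RNA-seq. The authors filtered reads by quality, trimmed adapters, aligned the reads to mm9 with STAR, quantified transcripts with Salmon and processed the counts with DESeq2 with a model that corrected for batch effects. The paper's text does not name the batch. The values deposited by the authors are variance-stabilizing transformation (VST) normalized expression values on a log2 scale, in 1 table of 24444 genes and 48 samples. The table was checked for what it holds. Its most frequent value was 2.1433, shared by 15.7% of all values and taken as the floor, with 6.1% of values below it, and the means of replicates 1 to 3 and replicates 4 to 6 were equal for every gene to within 3.38e-14, so a difference between these sets of replicates had been removed before the values were deposited. DESeq2 and edgeR were not used here, since both need counts.

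Samples were assigned to genotype, age and replicate number from their labels and the paper's supplementary list of samples. Read depth came from that list and ranged from 13611052 to 61621924 reads. The depth of single genes is unknown, so no counting intervals were computed, and the precision of each value is given by the SD between 6 mice.

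Differential expression was tested at each age with limma 3.58.1 in R 4.3.3 on the VST values, with an intensity trend in the variance prior. The genes tested were those whose mean over the 12 samples of the age was at least 0.5 above the floor. Genes with a Benjamini-Hochberg adjusted *p* value below 0.1 were counted as differentially expressed. The difference of genotype effects between 12 months and each younger age was tested gene by gene in one limma fit of all 48 samples. The fitting was tested on simulated values with the real means and spreads, in which 200 genes carried changes of 0.5 or 1 in either direction. The false calls among the other genes numbered 18, 8, 24 and 17 at the 4 ages, and values simulated with no change gave 2, 0, 0 and 0 calls.

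Pathway values were computed as in the paper, as the mean VST expression per mouse of the genes the paper lists for each pathway in a cluster. The genotypes were compared with exact two-sided permutation tests of the difference of the means, adjusted by the Benjamini-Hochberg method over 60 combinations of pathway and age and judged at 0.05. The smallest *p* that an exact test of 6 against 6 mice can give is 0.0022, and the smallest that a sign-flip test of 6 pairs can give is 0.031. Differences of genotype effects between ages were tested by permuting age labels within genotype 100000 times, with adjustment over 21 tests. The paper called and clustered the pathway genes on the same samples, so none of these tests is independent of how the genes were chosen. Lists of marker genes for other brain regions, cell types, immune genes, clock genes, cold-induced genes, heat shock genes and glucocorticoid-induced genes were written before the values were seen. Correlations between samples were tested with 100000 permutations in a family of 10 relations, or with exact permutations for fewer than 10 samples.

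Same-numbered samples of the genotypes resembled each other at E14.5, with a mean correlation of 0.23 between them after removal of group means. At 1, 6 and 12 months, this correlation was 0.018, 0.045 and −0.034. The genes named in the text are the genes the paper names, the genes of the pathways with at most 6 genes, and, for each age, up to 3 called genes with the largest increase and up to 3 with the largest decrease among those whose WT and *Chd8* V986*/+ mice did not overlap.

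The alternatives set before the data were examined were a replicate block, one fit of all 48 samples, both together, no filter on low values, a filter at 1.5 above the floor, limma without a trend or with robust variance estimates, quantile normalization, samples centred on their median gene, read depth as a covariate, an adjusted *p* below 0.05, marker means as covariates, the median over pathway genes, standardized pathway genes, other settings of the clustering, and leaving out each sample in turn. Alternatives chosen after seeing the values were the set of replicates 1 to 3 or 4 to 6 as a covariate, the union of the fit of all 48 samples as input to the clustering, average linkage on the paper's 853 genes and the size of changes in the fit of all 48 samples. Coordinates are those of mm9. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. The mutant allele was not analysed here, since the table holds no reads, and the histology and behavior of the paper were not analysed here.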

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

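Of the tests in this part, those of the cluster 2 genes, of glucocorticoid-induced genes, of read depth within genotypes and as a covariate, of clock genes of the opposite phase, of *Xist*, *Tsix* and Y-linked genes in single samples, of the assignment of 2 samples and of the gene counts for a difference between ages were chosen only after the results were seen.

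In 13 of 78 groups of 6 samples, 1 sample lay apart from the others, with a gap to the nearest of the others, as a share of the group's range, above Dixon's critical value. Chance alone gives about 1 in 20 groups, and several of the 13 come from the same mice. *Chd8* in *Chd8* V986*/+ mice at E14.5 was 11.60 in replicate 1 and 11.90 to 12.03 in the others (gap 0.693 of the range). *Chd8* in WT mice at 12 months was 11.36 in replicate 6 and 11.64 to 11.80 in the others (0.631), and in *Chd8* V986*/+ mice at 12 months it was 11.17 in replicate 6 and 11.09 to 11.11 in the others (0.641). *Usp11* in WT mice was 11.78 in replicate 2 at 1 month, against 11.64 to 11.68 in the others (0.681), and 11.66 in replicate 6 at 12 months, against 11.78 to 11.84 in the others (0.694). Read depth was 13611052 reads in WT replicate 5 at 1 month, against 28931687 to 38035907 in the others (0.627), and 20094877 reads in WT replicate 6 at 12 months, against 29111971 to 33924808 in the others (0.652). WT replicate 6 at 12 months thus stood apart in depth, *Chd8* and *Usp11*. *Chd8* V986*/+ replicate 6 at 12 months was lowest in HSF1 activation genes, 14.61 against 14.68 to 14.72 (0.65), in chaperone complex genes, 12.68 against 12.74 to 12.78 (0.653), and in unfolded protein binding genes, 11.41 against 11.49 to 11.53 (0.639). Neither a technical nor a biological explanation was tested for these single samples. Without WT replicate 6 at 12 months, the log_2_ fold-change of *Chd8* was −0.5969.

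*Xist* was 8.65 in *Chd8* V986*/+ replicate 3 at E14.5 (gap 0.864) and 8.45 in *Chd8* V986*/+ replicate 1 at 1 month (0.78), whereas all other samples lay between 2.31 and 5.29. *Xist* was also lower, at 2.63, in WT replicate 4 at 6 months than in the other WT mice of that age (0.701), a value inside the range of other samples. A female under a male label was tested by the mean of Y-linked genes. The lower mean of the 2 samples with high *Xist* was 9.56, inside the range of 9.37 to 10.02 in the other samples, which goes against that explanation. No sample had high *Xist* together with low Y-linked genes (0 of 48), which leaves open a sample with RNA of both sexes. *Tsix*, which lies antisense to *Xist*, was at least 4.38 in the 2 samples and 1.94 to 3.67 in the others. A candidate explanation is RNA of a female mixed into the sample, for which both tests came out as predicted. The *Tsix* test cannot decide, since reads of *Xist* counted for *Tsix* would raise its value as well. Such counting was not tested, and no biological explanation was tested.

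The genotype effect at 12 months differed from that at younger ages in several pathways. The paper chose the genes of all these pathways from calls on the same samples and grouped them by their fold-changes over age. A difference between ages is therefore partly built in, and the tests are not independent of that choice. The adjusted values below are over 21 tests. For protein processing in endoplasmic reticulum, the difference was −0.2859 against E14.5, −0.3252 against 1 month and −0.3107 against 6 months. For unfolded protein binding it was −0.3105, −0.3486 and −0.329, and for HSF1 activation −0.2204, −0.193 and −0.1704. Adjusted permutation *p* values of these 9 comparisons lay between 0.0024 and 0.011. At 12 months, the genes of all 3 sets were lower than the WT mean in 6 of 6 *Chd8* V986*/+ mice. A difference in read depth was tested on the mean of the cluster 5 genes, and its rank correlation with depth over the 12 samples was −0.105 (permutation *p* = 0.75). Within the 6 WT mice it was −0.77 (exact *p* = 0.10), with Pearson's r at −0.75 (exact *p* = 0.064) and at −0.99 without 2 samples, and within the 6 *Chd8* V986*/+ mice it was 0.20 (exact *p* = 0.71). With read depth as a covariate, the median log_2_ fold-change of cluster 5 shrank by 2.6%, but this fits 1 slope to relations of opposite sign within the genotypes and so does not correct for depth. Read depth is therefore not ruled out as a part of the spread of the WT mice. Time of day of death was tested with 10 clock genes, of which 0 separated the genotypes at 12 months without overlap, a strict criterion that the protein processing genes did not meet either. The mean of a second list, of 5 clock genes of the opposite phase, was above all *Chd8* V986*/+ mice in 4 WT mice and below all of them in 1 (difference −0.16, exact *p* = 0.097, adjusted *p* = 0.72). As a covariate, the second list shrank the median log_2_ fold-change of cluster 5 by 23.2% and the first list by 17.9%. Of the 5 genes of the second list, 1 belongs to the paper's clusters. Time of day is thus not ruled out. A single WT mouse that carries the difference was tested by leaving out each WT mouse, and the highest exact *p* of protein processing genes was 0.01082. WT replicate 3 at 12 months lay among *Chd8* V986*/+ mice in protein processing and unfolded protein binding genes and above all of them in HSF1 activation genes. Its *Chd8* expression was 11.72, within 11.36 to 11.80 of the other WT mice and above 11.09 to 11.17 of *Chd8* V986*/+ mice, which goes against a mislabelled sample.

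Body temperature or the time of death may have differed between the mice. Across the 12 samples of 12 months, the rank correlation of the cluster 5 genes with cold-induced genes was −0.685, short of the −0.8 set before the data were examined, and the samples lie in separate sets on both measures, so the pooled value is no test of a relation. Within the 6 WT mice, Pearson's r was −0.93 (exact permutation *p* = 0.018) and rho −0.83 (exact *p* = 0.058), and within the 6 *Chd8* V986*/+ mice r was −0.69 (exact *p* = 0.18) and rho −0.60 (exact *p* = 0.24). Without the 2 samples farthest from the median, the r values were −0.50 and −0.50, so the relation in WT mice rests on those samples. With cold-induced genes as a covariate, the median log_2_ fold-change of cluster 5 shrank by 43.4%. One of the 2 cold-induced genes belongs to the paper's clusters. With glucocorticoid-induced genes as a covariate, it shrank by 31.7%, between the values that would have spoken for or against stress of the mice before death. At 6 months, where the samples lie in separate sets of 8 and 4 on glucocorticoid-induced genes, the rank correlation within the 8 was 0.643 (exact permutation *p* = 0.096), and at 1 month over 12 mice it was 0.629 (permutation *p* = 0.032, adjusted *p* = 0.081). Pearson's r was 0.62 within the 8 at 6 months (exact *p* = 0.11) and 0.70 at 1 month (permutation *p* = 0.012, adjusted *p* = 0.029). Within genotypes at 1 month, r was 0.14 in WT mice (rho 0.03) and 0.86 in *Chd8* V986*/+ mice (rho 0.77). At 6 months, rho was 0.94 in WT mice (exact *p* = 0.017) and 0.89 in *Chd8* V986*/+ mice (exact *p* = 0.033), but each genotype holds mice of both separate sets. The rank correlation with cold-induced genes was −0.57 at 1 month (adjusted *p* = 0.11) and −0.36 at 6 months (adjusted *p* = 0.36). At 1 month it was −0.94 within WT mice (exact *p* = 0.017) and −0.09 within *Chd8* V986*/+ mice (exact *p* = 0.92). At 6 months it was −0.37 and −0.26 within these groups (exact *p* = 0.50 and 0.66). Within replicates 4 to 6 it was −0.94 at both ages (exact *p* = 0.017 each), and within replicates 1 to 3 −0.26 and −0.03. At 12 months, the cluster 5 genes followed glucocorticoid-induced genes within the 6 WT mice, with r at 0.96 (exact *p* = 0.0014) and rho at 1.0 (exact *p* = 0.0028), and r at 0.90 without the 2 samples farthest from the median. Within the 6 *Chd8* V986*/+ mice, r was −0.16 (exact *p* = 0.67) and rho −0.20 (exact *p* = 0.71). These values are not adjusted for the number of relations examined. *Chd8* V986*/+ replicate 6 at 12 months had a glucocorticoid-induced mean of 9.87, near the 9.88 to 10.11 of 4 WT mice, and yet the lowest cluster 5 mean (9.98) and protein processing mean (11.43) of the 12, which goes against stress alone. The lower chaperone and unfolded protein response genes of *Chd8* V986*/+ mice at 12 months therefore cannot be told apart from a difference in temperature, stress or time of day at death, of which stress alone does not account for that mouse.

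For the focal adhesion genes, the genotype effect at 12 months differed by 0.6064 from E14.5 and by 0.4503 from 1 month (adjusted permutation *p* = 0.0024 each). Part of the first difference lies at E14.5, where the cluster 2 genes followed the midbrain, hindbrain and spinal cord markers over the 12 samples with a Pearson's r of 0.96 and a rank correlation of 0.909 (adjusted permutation *p* = 5.0e-05 and 0.0013). Without the 2 samples farthest from the median, r was 0.94. Within replicates 1 to 3 and 4 to 6, the rank correlation was 0.94 and 1.0. Tissue from neighbouring brain regions in some WT samples may thus contribute at E14.5. For MET promotes cell motility, the effect differed by 0.5487 from E14.5, 0.5942 from 1 month and 0.595 from 6 months (adjusted permutation *p* = 0.0024, 0.0004 and 0.0010). At 12 months, all 6 *Chd8* V986*/+ mice lay above all WT mice in this set. The explanations by temperature and stress were not tested for it on its own. The cold-induced covariate shrank the median change of cluster 3, to which the MET set belongs, by 35.5%. Of the 2 cold-induced genes, 1 is in cluster 3 itself, so this shrinkage is partly built in. Glucocorticoid-induced genes, none of which is in the paper's clusters, shrank the median change of cluster 3 by 26.6%.

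Gene by gene, 11 genes passed the threshold for a difference between 12 months and E14.5, 1 against 1 month (*Arpc2*, named only because of this value) and 10 against 6 months. In 100 joint splits of the samples that part the same-numbered pairs at every age, the real one included, 3 gave as many genes against E14.5, 14 against 1 month and 8 against 6 months. The counts against 1 and 6 months are therefore as large as those of other groupings of the same mice.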

How the results depend on the processing

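All choices but those named here as chosen after seeing the values were set before the data were examined. The cause of each change below was not tested, except where stated.

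The count of differentially expressed genes depended on the processing at every age. With a replicate block, 2 genes were called at E14.5, 13 at 1 month, 30 at 6 months and 2 at 12 months, and 0 genes at exactly 3 ages. One fit of all 48 samples called 93, 37, 16 and 520 genes, with 633 in the union, 3 at all 4 ages and 4 at exactly 3. With a replicate block in that fit, the counts were 100 at E14.5, 510 at 12 months, 627 in the union, 3 at all 4 ages and 3 at exactly 3. Without a filter on low values, 3 genes were called at E14.5, and 2 each with a filter at 1.5 above the floor, quantile normalization or centred samples. Limma without a trend called 0 genes at E14.5 (782 at an unadjusted *p* below 0.05), 4 at 6 months, 27 in the union and 0 at all 4 ages. With read depth as a covariate, 2 genes were called at 6 months and 3 at 12 months, and 0 genes at exactly 3 ages. At an adjusted *p* below 0.05, 15, 5 and 3 genes were called at 1, 6 and 12 months and 17 in the union, and the median change at 6 months was 0.4332. With the midbrain, hindbrain and spinal cord markers as a covariate, 0 genes were called at E14.5 (405 at an unadjusted *p* below 0.05), and with cold-induced genes as a covariate 1 at 12 months (688 at an unadjusted *p* below 0.05). With the set of replicates 1 to 3 or 4 to 6 as a covariate, chosen after seeing the values, 2 genes were called at E14.5. Together with one fit of all 48 samples, also chosen after seeing the values, this covariate gave 82 genes called at E14.5, 415 at 12 months, 515 in the union, 2 at all 4 ages and 5 at exactly 3. Across fits that each left out 1 sample, the counts ranged from 0 to 2 at E14.5, 3 to 32 at 1 month, 5 to 21 at 6 months and 2 to 251 at 12 months, where the 251 came without WT replicate 3, from 22 to 279 in the union, from 0 to 1 at all 4 ages and from 0 to 2 at exactly 3.

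*Chd8* kept its direction in every alternative at all 4 ages. At E14.5, it was not called without a trend (−0.6296, adjusted *p* = 0.1196) or with the midbrain, hindbrain and spinal cord markers as a covariate (−0.5917, adjusted *p* = 0.2657), and it ranged from −0.6739 to −0.5654 when 1 sample was left out, with adjusted *p* from 0.0073 to 0.13. Over the remaining alternatives, its adjusted *p* ranged from 2.3e-09 to 0.094. The higher *Chd8* expression of WT mice at E14.5 kept its direction and its side of the threshold with centred samples and quantile normalization.

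At 12 months, a sign-flip test of 6 pairs gives a *p* of at least 0.031, so a few sets among 60 tests cannot pass 0.05 after adjustment whatever their size, and this alternative shows neither stability nor change. Its adjusted *p* was 0.22 for focal adhesion (0.3433), MET promotes cell motility and signaling by MET (0.5068 each), centrosome (0.3189), HSF1 activation (−0.2135), chaperone complex (−0.2748) and chaperone mediated autophagy (−0.2779). With quantile normalization, the same sets no longer passed 0.05, with differences of 0.3256, 0.4823, 0.4823, 0.3105, −0.1828, −0.2607 and −0.2539 and adjusted *p* from 0.087 to 0.19. With the median over genes, this held for focal adhesion (0.2523, adjusted *p* = 0.41) and chaperone complex (−0.3014, adjusted *p* = 0.18). In the opposite direction, protein processing in endoplasmic reticulum passed 0.05 with standardized genes (−1.3067, adjusted *p* = 0.029) and centred samples (−0.2927, adjusted *p* = 0.037), response to unfolded protein with the median over genes (−0.2502, adjusted *p* = 0.032), and response to endoplasmic reticulum stress with the median over genes (−0.1507, adjusted *p* = 0.043) and standardized genes (−1.2751, adjusted *p* = 0.029). Over all alternatives but those that left out 1 sample, the adjusted *p* ranged from 0.029 to 0.41 for focal adhesion, from 0.026 to 0.22 for the MET sets, centrosome, HSF1 activation, chaperone complex and chaperone mediated autophagy, from 0.029 to 0.22 for protein processing and response to endoplasmic reticulum stress, and from 0.032 to 0.22 for response to unfolded protein. The difference of immune genes was reversed with the median over genes (0.1857, exact *p* = 0.15) and ranged from −0.0468 to 0.0321 when 1 sample was left out.

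When 1 sample was left out, the 12-month differences ranged from 0.2844 to 0.3844 for focal adhesion, 0.3979 to 0.5543 for both MET sets, 0.2678 to 0.3729 for centrosome, −0.2391 to −0.1719 for HSF1 activation, −0.3241 to −0.2193 for chaperone complex, −0.3098 to −0.2268 for chaperone mediated autophagy, −0.3395 to −0.2375 for protein processing in endoplasmic reticulum, −0.3531 to −0.239 for unfolded protein binding, −0.4934 to −0.3411 for chaperone-mediated protein folding, −0.454 to −0.3188 for response to unfolded protein and −0.3508 to −0.2436 for response to endoplasmic reticulum stress. Of the 12 fits, the adjusted *p* was no longer below 0.05 in 10 for focal adhesion and chaperone complex, 7 for both MET sets and 6 each for centrosome, HSF1 activation and chaperone mediated autophagy. It reached at most 0.0974 for focal adhesion, MET, HSF1 activation and chaperone mediated autophagy, 0.13 for centrosome and 0.15 for chaperone complex. With 1 mouse fewer, the smallest *p* that the exact test can give is larger than with all mice. These counts therefore do not tell a weaker difference from that limit. For the other 5 sets the adjusted *p* fell below 0.05 in 1 of the 12 fits, that without WT replicate 3. At E14.5, the differences ranged from −0.84 to −0.4663 for neuron projection, −0.7101 to −0.3635 for sodium channel activity, −0.8556 to −0.4413 for axon, −0.7878 to −0.4635 for synapse part and −0.3474 to −0.2039 for focal adhesion, and their adjusted *p* fell below 0.05 only without WT replicate 6.

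The change of the protein processing effect from E14.5 to 12 months was −0.1496 with the median over genes (permutation *p* = 0.062), against permutation *p* values of at most 0.017 in the fits that left out 1 sample. For single genes, the count of a difference between 12 months and 1 month was 3 without a trend, 5 without a filter and 0 with quantile normalization (1913 at an unadjusted *p* below 0.05), and that between 12 and 6 months was 6 with a replicate block. Average linkage gave 1 cluster from the 41 genes and, as an alternative chosen after seeing the values, 2 from the paper's 853 genes. The median change in one fit of all 48 samples, also chosen after seeing the values for this purpose, was 0.3678 at E14.5 and 0.2898 at 12 months.

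Of the genes named, *Scn7a* (0.2476) and *Tnc* (0.0154) at E14.5 reversed with the midbrain, hindbrain and spinal cord markers as a covariate. *Vav3* at 12 months reversed with cold-induced genes as a covariate (0.1575) and ranged from −0.1218 to 0.0614 when 1 sample was left out. Among single genes, 113 other changes were to the called side and 74 to the side not called under other alternatives, and 21 and 113 when 1 sample was left out.

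Read depth limits what a single sample shows for weakly expressed genes, and the table holds no counts to set a limit per gene. The filter left out genes whose mean over all samples of an age lay less than 0.5 above the floor, so a gene at the floor in one genotype, such as *Tspan10* in WT mice at 12 months, was still tested.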

Differences from the paper's values

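The paper gives 853 genes for the union of differentially expressed genes, and 41 were called here. The clusters that the paper kept after filtering list 853 genes in all. *Usp11*, which the paper calls at all 4 ages, is not among them. The paper's union before filtering is therefore larger than 853, by a number not known here. One fit of all 48 samples gave 633 genes and the same fit with a replicate block gave 627. Both lie within a factor of 1.5 of 853, which does not show how close they are to the unfiltered union. The other alternatives set before the data were examined did not close the gap. The paper reports 2 genes besides *Chd8* at all 4 ages, and 0 were found here. Both fits of all 48 samples gave 2, and no other alternative did. The paper reports 11 genes at 3 ages, and 1 was found here. None of the alternatives closed that gap. The largest number among the alternatives set before the data were examined was 4, in one fit of all 48 samples.

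The paper reports 7 clusters before small clusters were dropped and 5 after, and 4 and 0 were found here. None of the alternatives set before the data were examined closed either gap. With the union of one fit of all 48 samples, an alternative chosen after seeing the values, 5 clusters were found and 5 kept.

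The paper gives an adjusted *p* of 0.069 for *Atf4* at 12 months, and 0.29 was found here. One fit of all 48 samples gave 0.099, and the other alternatives set before the data were examined did not close the gap. For *Hspa5*, the paper gives 0.019 and 0.26 was found here. No alternative came within a factor of 1.5, although one fit of all 48 samples (0.081), that fit with a replicate block (0.086) and the fit without WT replicate 3 (0.045) fell below the paper's threshold. So did one fit of all 48 samples with the set of replicates 1 to 3 or 4 to 6 as a covariate (0.092), chosen after seeing the values. For *Xbp1*, the paper gives 0.059 and 0.21 was found here. The fit without WT replicate 3 gave 0.040, within a factor of 1.5, and one fit of all 48 samples gave 0.098, below the paper's threshold. Over all alternatives but those that left out 1 sample, the adjusted *p* ranged from 0.099 to 1.0 for *Atf4*, from 0.081 to 1.0 for *Hspa5* and from 0.098 to 1.0 for *Xbp1*. The log_2_ fold-changes of these 3 genes did not differ from the paper's by more than the error.

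The numbers of genes per age were read by eye from the paper's Supplementary Figure S5. For genes lower in *Chd8* V986*/+ mice, the paper has about 120 at E14.5 in Figure S5A, where 1 was called here, and no alternative closed the gap. At 6 months it has about 21 in Figure S5A, where 7 were called here and 20 with a replicate block. At 12 months it has about 450 in Figure S5A, where 7 were called here, and no alternative closed the gap, with 285 in each of the fits of all 48 samples set before the data were examined. For genes higher in *Chd8* V986*/+ mice, Figure S5B has about 63 at E14.5, where 0 were called here (769 genes of either direction had an unadjusted *p* below 0.05), and one fit of all 48 samples gave 43, or 47 with a replicate block. At 1 month it has about 16 in Figure S5B, where 6 were called here and 12 in one fit of all 48 samples. At 6 months it has about 15 in Figure S5B, where 9 were called here, 10 with a replicate block and 12 without WT replicate 3. At 12 months it has about 270 in Figure S5B, where 1 was called here, 235 in one fit of all 48 samples and 225 with a replicate block in that fit. One fit of all 48 samples with the set of replicates 1 to 3 or 4 to 6 as a covariate, chosen after seeing the values, gave 184. The other alternatives did not close the gaps in the counts of genes per age.

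The paper lists *Asl*, *BC025920*, *Crlf2*, *Csad*, *Ddo*, *Egfl6*, *Lyrm7*, *Parva*, *Pum3*, *Tmem209* and *Zbtb45* as differentially expressed at several ages, and each was called at 0, 1 or 2 ages here. In one fit of all 48 samples, *BC025920*, *Crlf2*, *Csad* and *Tmem209* were called at exactly 3 ages. In that fit with a replicate block, *Crlf2*, *Pum3* and *Tmem209* were called at exactly 3 ages. At least 1 of the 3 fits of all 48 samples, of which that with the set of replicates as a covariate was chosen after seeing the values, added calls of *Wars2* at all 4 ages, of *Usp11*, *Crlf2* and *Pum3* at E14.5, of *BC025920* and *Csad* at E14.5, 1 month and 12 months, of *Parva* and *Pum3* at 1 and 12 months, of *Tmem209* at E14.5 and 12 months, and of *Asl*, *Egfl6*, *Lyrm7* and *Zbtb45* at 12 months. *Tmem209* at E14.5 was also called with a replicate block, without a filter on low values, with a filter at 1.5 above the floor, with quantile normalization, with centred samples, without WT replicate 6 and with the set of replicates as a covariate, chosen after seeing the values. *BC025920* was also called at 12 months without a trend, without WT replicate 3 and without *Chd8* V986*/+ replicate 6, and at 1 month with quantile normalization and without WT replicate 5. *Egfl6* was also called at 12 months with robust variance estimates and without WT replicate 3 or 4, and at 1 month with read depth as a covariate and without WT replicate 5. *Wars2* was also called at 1 month with read depth as a covariate and without WT replicate 4. Without WT replicate 3, *Wars2*, *Parva* and *Tmem209* were called at 12 months, and *Parva* and *Pum3* at 1 month. The paper describes the sodium channel and synaptic genes of cluster 1 as reduced at E14.5. That description rests on calls of single genes at an adjusted *p* below 0.1, on clustering and on pathway enrichment. The values here are permutation tests of set means judged at 0.05, so the measures differ. The differences of these set means, −0.52 and −0.59, had adjusted *p* values of 0.21 and passed 0.05 only without WT replicate 6. By single genes, 0 of 94 tested cluster 1 genes were called in the E14.5 fit and 23 in one fit of all 48 samples.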

Other observations

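Of the tests in this part, those against splits that part the same-numbered pairs, those in one fit of all 48 samples, those of the union and of genes shared between ages, those of read depth at E14.5, and that of the assignment of WT replicate 6 were chosen only after the results were seen.

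Other splits of the same samples into 6 and 6 were fitted at each age. Of 100 splits, the real one included, 2 gave as many differentially expressed genes at E14.5, 2 at 1 month, 3 at 6 months and 3 at 12 months. Over all genes, same-numbered samples had a mean correlation of 0.23 at E14.5 and of 0.02, 0.05 and −0.03 at 1, 6 and 12 months. That mean does not exclude a resemblance in some genes. At 6 months, glucocorticoid-induced means were 10.20 to 10.46 in replicates 2 and 3 of both genotypes and 9.28 to 9.61 in the other mice. A comparison limited to the 32 splits that part all 6 pairs as the real one does matters at E14.5. It may also matter at 6 months and is one of 2 views at 1 and 12 months. Of these 32, 2 gave as many genes at E14.5, 2 at 1 month, 1 at 6 months and 1 at 12 months. At E14.5, the second split exchanged the genotypes of replicate 2 and called 1 gene. At 1 month, it exchanged the genotypes of replicates 4, 5 and 6, so that it crosses genotype with the sets of replicates 1 to 3 and 4 to 6, and it called 62 genes against 24 for the real split. Each set holds 3 mice of each genotype, so this exchange tests a genotype difference of opposite sign in the sets, another contrast than the real one. In the fit of 1 month alone, it therefore does not decide whether the 24 genes follow the genotype. In one fit of all 48 samples, the same exchange called 2 genes, against 37 for the real split. The other 68 splits part fewer pairs. The largest counts among them were 0 at E14.5, 20 at 1 month, 470 at 6 months and 17 at 12 months, and 2 of them at 6 months (38 and 470 genes) and 2 at 12 months (9 and 17 genes) reached the real count.

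In one fit of all 48 samples, the same 32 splits gave as many genes in 2 cases at E14.5, 1 at 1 month, 1 at 6 months and 1 at 12 months. At E14.5, exchanging the genotypes of replicate 6 gave 344 genes, against 93 for the real split. At 12 months, exchanging those of replicate 3 gave 481 genes, those of replicates 3 and 4 gave 356 and those of replicate 4 gave 154, against 520 for the real split. In 100 joint splits of all ages that part the pairs, 6 gave a union as large, with up to 66 genes, 1 gave as many genes at all 4 ages and 1 gave as many at exactly 3 ages. The other 94 gave a smaller union. Each of the 5 other splits that reached the real count held the exchange at 1 month that calls 62 genes. Since that exchange tests another contrast, this comparison does not decide about the size of the union in the fits of single ages either. The union was not tested this way in one fit of all 48 samples. For the genes shared between ages the comparison tells nothing, since each of the other 99 splits called 0 genes at 2 or more of the 4 ages.

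At E14.5, the lower values of the synaptic and sodium channel genes of cluster 1 in *Chd8* V986*/+ mice were set against tissue from other brain regions in some WT samples. The mean of the cluster 1 genes differed by −0.46 between the genotypes (exact permutation *p* = 0.037). It followed the mean of 35 markers of midbrain, hindbrain and spinal cord, none of which is in the clusters, with a rank correlation of 0.86 over the 12 samples (permutation *p* = 0.00062, adjusted over 10 relations 0.0021) and a Pearson's r of 0.95 (permutation *p* = 1e-05, the smallest that 100000 permutations can give, adjusted *p* = 5e-05). Without the 2 samples farthest from the median, r was 0.89. The rank correlation was 0.94 within WT mice (exact permutation *p* = 0.017), 0.54 within *Chd8* V986*/+ mice (exact *p* = 0.30), 0.94 within replicates 1 to 3 (exact *p* = 0.017) and 1.0 within replicates 4 to 6 (exact *p* = 0.0028). After regression on the markers, without genotype in the model, the difference was −0.13 (exact permutation *p* = 0.091). The marker mean was 5.33 ± 1.19 (SD, *n* = 6) in WT and 4.44 ± 0.44 (SD, *n* = 6) in *Chd8* V986*/+ mice (exact *p* = 0.13), and WT replicates 2, 3 and 5 at 5.66, 5.71 and 7.25 lay above all *Chd8* V986*/+ mice. Choroid plexus or meninges in some samples was tested the same way. The higher of the 2 rank correlations was −0.133 (permutation *p* = 0.69), which goes against such tissue raising these genes. With choroid plexus it was −0.83 within replicates 1 to 3 (exact *p* = 0.058) and 0.49 within replicates 4 to 6 (exact *p* = 0.36). With meninges it was −0.77 within WT mice (exact *p* = 0.10) and −0.09 within *Chd8* V986*/+ mice (exact *p* = 0.92). After regression on either marker mean, the difference stayed at −0.46 (exact *p* = 0.035 each). Read depth was a further candidate explanation. Over the 12 samples, the cluster 1 mean had a rank correlation of −0.552 with depth (permutation *p* = 0.066, adjusted *p* = 0.11) and a Pearson's r of −0.64 (permutation *p* = 0.026, adjusted *p* = 0.053), or −0.15 without the 2 samples farthest from the median. The rank correlation was −0.94 within WT mice (exact *p* = 0.017) and 0.03 within *Chd8* V986*/+ mice (exact *p* = 1.0). With depth as a covariate, the median log_2_ fold-change of cluster 1 shrank by 20.6%, against 58.5% with the markers, and after regression on depth the difference was −0.34 (exact *p* = 0.039). Both fit 1 slope, although the relation differed between the genotypes. The E14.5 pattern therefore cannot be told apart from a difference in the share of posterior brain tissue between dissections, and a part of read depth in it is not ruled out. Within WT mice alone, the marker mean ran from 3.85 to 7.25, a spread that does not come from their genotype. For the difference between the genotypes, the data do not tell whether it is technical or follows from the genotype.

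WT replicate 6 at E14.5 lay below all *Chd8* V986*/+ mice in the 4 cluster 1 sets and among them in focal adhesion genes, and the E14.5 pathways passed adjustment only without it. Its *Chd8* expression was 12.66, above 12.33 to 12.63 of the other WT mice and above 11.60 to 12.03 of *Chd8* V986*/+ mice, which goes against a mislabelled sample.

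At 12 months, WT replicates 1, 2, 5 and 6 had heat shock gene means of 10.99 to 11.24, WT replicates 3 and 4 had 10.35 and 10.47, and *Chd8* V986*/+ mice had 10.46 to 10.49. Of these 10 genes, 8 belong to the paper's clusters. The mean of 10 myelin genes at 6 months was 11.87 ± 0.13 (SD, *n* = 6) in *Chd8* V986*/+ and 12.07 ± 0.06 (SD, *n* = 6) in WT mice, with no overlap (exact permutation *p* = 0.0022, adjusted *p* = 0.16 over 72 combinations of list and age).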
